# Adiponectin Regulated by Indole‐3‐Acetic Acid in Paneth Cells Controls Renewal and Differentiation of Gut Stem Cells

**DOI:** 10.1096/fj.202501229RR

**Published:** 2025-10-06

**Authors:** Hang Liu, Xiaomin Su, Juanjuan Wang, Mengli Jin, Yuan Zhang, Rongcun Yang

**Keywords:** adiponectin, gut epithelial cells, indole‐3‐acetic acid, intestinal stem cells, Paneth cells

## Abstract

The intestinal epithelium is tightly regulated by intestinal stem cells (ISCs), but the precise mechanisms governing their differentiation remain incompletely understood. We here demonstrate that adiponectin secreted by Paneth cells (PCs) suppresses ISC renewal and differentiation via adiponectin receptor 1 (adipoR1). Genetic ablation of adiponectin in gut epithelial cells (adip^fl/fl‐Villi‐Cre^ mice) enhanced crypt cell renewal and differentiation. Single‐cell RNA sequencing (scRNA‐seq) revealed a significant increase in the enrichment of ISCs and transit‐amplifying (TA) cells in adip^fl/fl‐Villi‐Cre^ mice compared to control adip^fl/fl^ mice. Furthermore, adip^fl/fl/‐Villi‐Cre^ mice exhibited accelerated regeneration of intestinal epithelial cells following irradiation or dextran sulfate sodium (DSS)‐induced injury. Intestinal organoids derived from adip^fl/fl‐Villi‐Cre^ mice also displayed markedly faster growth than those from adip^fl/fl^ mice. Consistent with these findings, adipoR1 knockout (KO) mice exhibited elongated crypt structures, further supporting adiponectin's inhibitory role in ISC proliferation. Notably, gut microbiota‐derived indole‐3‐acetic acid (IAA) downregulated adiponectin expression, thereby promoting ISC renewal and proliferation. This was corroborated by in vitro organoid cultures, where IAA treatment accelerated development. Thus, our findings reveal that adiponectin modulated by microbial IAA serves as a critical regulator of ISC dynamics, ensuring epithelial homeostasis.

## 1 Introduction

The gut epithelium consists of a single layer of cells that form crypt‐villus units, the fundamental structural and functional components of the intestinal lining [1]. This epithelial layer comprises multiple specialized cell types, including enterocytes (ECs), goblet cells (GCs), tuft cells, enteroendocrine cells (EECs), stem cells, and Paneth cells (PCs). Anatomically, crypts represent epithelial invaginations at the base of villi [1], while villi are finger‐like projections extending into the intestinal lumen. Intestinal stem cells (ISCs), located at the crypt base and interspersed among PCs, play a pivotal role in maintaining epithelial homeostasis. The intestinal epithelium undergoes complete renewal every 3–5 days, a process rigorously regulated by ISCs [2]. These stem cells generate highly proliferative transit‐amplifying (TA) cells, which subsequently differentiate into all epithelial lineages along the crypt‐villus axis [3]. Notably, gut stem cells possess the remarkable capacity to self‐organize into crypt‐villus structures even in vitro [4].

Gut stem cell renewal and differentiation are regulated by intricate epithelial and stromal signaling networks [5]. The ISC niche comprises multiple supporting cell types, including pericryptal myofibroblasts, fibroblasts, pericytes, endothelial cells, PCs, immune cells, neural cells, and smooth muscle cells. These cells secrete diverse extracellular matrix components and growth factors that critically modulate ISC self‐renewal and differentiation [6]. PCs, located at the crypt base, play a pivotal role in maintaining the ISC niche. They provide essential niche signals, such as Wnt3, EGF, TGF‐α, and Dll4, to sustain Lgr5^+^ stem cell proliferation [5]. The crypt region harbors both quiescent and actively cycling ISCs, highlighting the dynamic regulation of stem cell behavior. Notably, certain immune‐derived factors, including Th17 and Th2 cytokines, can also suppress stem cell renewal and differentiation [7]. Despite these advances, the complete regulatory mechanisms governing ISC fate decisions remain incompletely understood.

Adiponectin is a multifunctional protein produced not only by adipose tissue and macrophages but also by epithelial cells [8, 9]. It exhibits broad protective effects against obesity, insulin resistance, inflammation, and cardiovascular diseases [10]. Through binding to its receptors (adipR1 and adipR2) [11], adiponectin activates multiple signaling pathways, including AMP‐activated protein kinase (AMPK). Intriguingly, AMPK activation has been shown to inhibit several proliferative signaling pathways involved in the renewal and proliferation of ISCs and other epithelial lineages [12, 13]. Consistent with this mechanism, accumulating evidence indicates that adiponectin exerts suppressive effects on colorectal carcinogenesis [14, 15], and adiponectin receptor agonists have demonstrated potent anti‐tumor activity in various models [16, 17, 18]. Notably, an inverse correlation has been observed between adiponectin levels and the expression of stemness factors in tumor cells [19]. Of particular note, our previous study identified adiponectin expression in cells located at the base of intestinal crypts [9, 20], suggesting a potential autocrine/paracrine role for adiponectin in regulating intestinal stem cell dynamics and epithelial differentiation. Herein, we demonstrate that adiponectin expression in PCs plays a crucial role in regulating intestinal stem cell renewal and differentiation, thereby maintaining intestinal epithelial homeostasis. Previous studies have established that the cellular architecture of the intestinal epithelium is modulated by gut microbiota in both community‐ and species‐specific manners [21, 22]. Our current findings reveal that indole‐3‐acetic acid (IAA), a microbial‐derived metabolite, modulates adiponectin expression in PCs, which in turn orchestrates the balance between stem cell renewal and differentiation in the intestinal epithelium.

## 2 Materials and Methods

The reagents and oligos used in this study are listed in Table S1.

### 2.1 Mice

Four‐ to six‐week‐old male and female C57BL/6 mice were obtained from the Nanjing Animal Center. Gut epithelial cell‐specific adiponectin conditional knockout mice (adip^fl/fl‐Villi‐Cre^) and their control counterparts (adip^fl/fl^) were generated by GemPharmatech Co. Ltd. (Nanjing, China). Adiponectin receptor 1 (adipR1) and receptor 2 (adipR2) knockout mice were developed by the Animal Center of Nankai University. Additional genetically modified strains included Lgr5EGFP‐IRES‐creERT2 mice (provided by Beijing Agricultural University, Beijing, China), *pVilliCreT* mice (generated by GemPharmatech), aryl hydrocarbon receptor (AHR) knockout mice (obtained from the Third Military Medical University, Chongqing, China), pregnane X receptor (PXR) and constitutive androstane receptor (CAR) knockout mice (provided by the Chinese Academy of Inspection and Quarantine, Tianjin, China). All mice were maintained under specific pathogen‐free (SPF) conditions in the Animal Center of Nankai University. Age‐ and gender‐matched littermates were used as controls in all experiments. Animal experiments were approved by the Institutional Animal Care and Use Committee of Nankai University (Approval No. 2019‐SYDWLL‐000651) and conducted in compliance with the guidelines of the Model Animal Research Center. Strict environmental and husbandry controls were implemented throughout the study.

### 2.2 Mouse Models

For the ionizing radiation (IR) mouse model, we followed the previously established experimental procedure [23]. Briefly, experimental mice were subjected to γ‐irradiation at a total dose of 10 Gy (dose rate: 1.2 Gy/min) using a Shepherd Mark I Cesium Irradiator (J.L. Shepherd and Associates). Control mice were placed in the irradiator under identical conditions but without radiation exposure. Mice were randomly allocated to either the control group or the IR group. Intestinal epithelial injury was assessed according to the following histopathological grading scale [24], Grade 0: Normal mucosal villi architecture; Grade 1: Subepithelial cystic spaces and capillary hyperemia restricted to villus apices; Grade 2: Expanded subepithelial cystic spaces with edema extending into the lamina propria and dilation of central lacteals; Grade 3: Epithelial cell degeneration/necrosis, severe lamina propria edema, and focal villus tip denudation; Grade 4: Extensive epithelial cell degeneration/necrosis/exfoliation, capillary hyperemia/dilation, lamina propria exposure, and partial villus denudation; Grade 5: Hemorrhage, ulceration, lamina propria disintegration, and complete villus loss.

DSS‐induced colitis was established as previously described [25]. Briefly, experimental mice were administered 2.5% DSS (40 000 kDa; MP Biomedicals) in their drinking water for 7 days, followed by a return to regular drinking water. Histological scoring was performed according to established criteria [26, 27]. Histology was scored as follows: epithelium (E), 0 = normal morphology; 1 = loss of goblet cells; 2 = loss of goblet cells in large areas; 3 = loss of crypts; 4 = loss of crypts in large areas; and infiltration (I), 0 = no infiltrate; 1 = infiltrate around the crypt basis; 2 = infiltrate reaching the lamina (L) muscularis mucosae; 3 = extensive infiltration reaching the L muscularis mucosae and thickening of the mucosa with abundant oedema; 4 = infiltration of the L submucosa. Total histological score was given as E + I. Mice were treated with IAA at a dose of 100 mg/kg via oral gavage daily for 7 days before subsequent experiments. The bacterial transplantation protocol was adapted from a previously reported method [28]. Before transplantation, mice received a pan‐antibiotic cocktail in their drinking water, consisting of ampicillin (1 g/L, Sigma), vancomycin (0.5 g/L, Sigma), neomycin sulfate (1 g/L, Sigma), and metronidazole (1 g/L, Sigma). The antibiotic solution was refreshed every 3 days. To verify bacterial depletion, fecal samples were collected and cultured under both anaerobic and aerobic conditions. For transplantation, *Lactobacillus* strains were suspended in PBS containing 30% glycerol at a concentration of 1 × 10^9^ CFU/mL, and 200 μL of the bacterial suspension was administered orally.

### 2.3 Single‐Cell RNA‐Seq Processing

For preparation of single‐cell suspensions, obtained tissues were transferred to a Petri dish pre‐spiked with 1 × PBS (without RNase and Ca, Mg ions) and washed with 1× PBS to remove blood stains, grease, and other adherents from the tissue surface. The tissue was then cut into 0.5 mm 2 pieces and washed again with 1 × PBS. The washed pieces were added with dissociation solvent (0.35% collagenase IV5, 2 mg/mL papain, 120 Units/ml DNase I) and reacted for 20 min at 37°C in a water bath shaker (100 rpm). The cells were repeatedly pipetted up and down 5–10 times with a pipette gun. The cell suspension was filtered through a 70 μm cell sieve and subsequently centrifuged at 300 g for 5 min at 4°C. After centrifugation, the cell sediment was collected, and the cells were resuspended by adding 100 μL of 1× PBS (0.04% BSA) solution. To remove erythrocytes, 1 mL of 1× erythrocyte lysis solution (MACS 130–094‐183, 10×) was added and reacted at room temperature or on wet ice for 2–10 min. After lysis, the cells were centrifuged at 300 g for 5 min at 4°C, and the cell precipitate was collected after centrifugation. Add 100 μL of Dead Cell Removal MicroBeads (MACS,130‐090‐101), mix well, and incubate for 15 min at room temperature. At the end of incubation, dead cells were removed after MS separation columns (130‐042‐201). Cell precipitates were collected by centrifugation at 300 *g* for 5 min at 4°C. Subsequently, 1 × PBS (0.04% BSA) was used to resuspend the cell precipitate and centrifuged at 4°C 300 *g* for 5 min (repeated twice). The cell activity was detected by trypan blue staining method, and the cell activity was required to be > 85%. The number of cells was counted using a hemocytometer or Countess II Automated Cell Counter, and the cell concentration was 700–1200 cells/μL.

For chromium 10× Genomics library and sequencing, single‐cell suspension was added to the 10× Chromium chip according to the instructions for the 10× Genomics Chromium Single‐Cell 3′ kit (V3), with the expectation of capturing 8000 cells. cDNA amplification and library construction were performed according to standard protocols. Libraries were sequenced by LC‐Bio Technology (Hangzhou, China) on an Illumina NovaSeq 6000 sequencing system (double‐end sequencing, 150 bp) at a minimum depth of 20 000 reads per cell.

For bioinformatics analysis, results from Illumina sequencing were converted to FASTQ format using bcl2fastq software (version 5.0.1). The scRNA‐seq sequencing data were compared to the reference genome using CellRanger software, and cellular and individual cellular 3′ end transcripts were identified and counted in the sequenced samples (https://support.10xgenomics.com/single‐cell‐gene expression/software/pipelines/latest/what‐is cell‐ranger, version 7.0.0). The output CellRanger expression profile matrix was loaded into Seurat (version 4.1.0) for filtering low‐quality cells from scRNA‐seq data, and the filtered data were downscaled and clustered. Filtering low cell quality thresholds: Number of genes expressed per cell > 500, mitochondrial genes expressed in < 25% of cells. Cells were projected into 2D space using t‐SNE or UMAP. These steps include calculating gene expression values using the LogNormalize method of Seurat's “Normalize Data” function; performing principal component analysis (PCA) using the normalized expression values, using the top 20 PCs for clustering and FindCluster analysis; analyzing the marker genes of each cluster based on FindAllMarkers. The marker genes were selected based on the following criteria: expressed in more than 10% of cells in each cluster, P value ≤ 0.01, gene expression ploidy logFC ≥ 0.26; hypergeometric testing was used to perform GO and KEGG enrichment analysis on the differential genes of each cluster obtained from FindAllMarkers analysis relative to other clusters. SingleR database, scCATCH database, and our self‐developed LC‐Marker were used to identify each cluster cell type, and some cells were re‐clustered based on the identification results of the SingleR database to find marker genes, cell communication analysis, and pseudotime analysis to provide ideas for further analysis. For plotting, violin plots and feature plots were created using the VlnPlot function and FeaturePlot function in Seurat V4. The DimPlot function in Seurat V4 was used to graph the output of the dimensional reduction on a 2D scatter plot. The DoHeatmap function in Seurat V4 was used to draw the heatmap of single‐cell feature expression.

### 2.4 Isolation of Crypts, in Vitro Cultured Organoids, and Sorting of Stem Cell and Paneth Cells

Crypt isolation was performed as previously described [29]. Briefly, intestinal or colonic tissues were dissected, flushed with buffer, and cut into small segments. Villi were mechanically scraped before crypt isolation. Tissue fragments were incubated in crypt isolation buffer (1.5 mM KCl, 96 mM NaCl, 27 mM sodium citrate, 8 mM KH₂PO₄, 5.6 mM Na₂HPO₄, 15 mM EDTA) for 15 min at 4°C to release crypts. Intestinal organoid cultures were established following established protocols [4, 30]. Isolated crypts were suspended in Matrigel and plated in 24‐well plates. Cultures were maintained in DMEM/F12‐ENR medium, with medium changes performed every 48 h. Mature small intestinal organoids (7‐day culture) or colonic organoids (9‐day culture) were treated with 100 μM IAA for 24 h. For stem cell and PC isolation, organoids were enzymatically dissociated using TrypLE Express Enzyme (Thermo Fisher Scientific) for 15 min followed by 0.2 mg/mL DNase I (Roche) treatment for 10 min at 37°C with agitation. The resulting cell suspension was filtered through a 40 μm strainer (Biosharp), washed with PBS, and stained with anti‐mouse LGR5 antibodies for subsequent fluorescence‐activated cell sorting (FACS).

### 2.5 Hematoxylin and Eosin Staining

Hematoxylin and eosin (H & E) staining was performed using established protocols [31]. Briefly, the entire intestine or colon was excised, fixed in 4% (w/v) paraformaldehyde‐buffered saline, and embedded in paraffin. Tissue sections (5 μm thick) were then prepared and stained with H&E. For crypt length analysis, intact crypts from mice were measured using Photoshop CS5, and their relative lengths were calculated using wild‐type (WT) mice as a reference. For quantification of Ki67‐positive cells, complete crypt‐villus units were scaled using Adobe Illustrator, and the number of Ki67‐positive cells was counted.

### 2.6 Immune Staining

For in vitro organoid staining, we followed established protocols [30]. Briefly, organoids were treated with dispase to partially dissolve Matrigel, gently collected by centrifugation, and blocked with 1× blocking buffer. Primary and secondary antibody incubations were performed sequentially, followed by nuclear counterstaining with DAPI. For intestinal immune staining [30], mouse gut tissues were fixed, paraffin‐embedded, and sectioned into 5‐μm slices. Sections were immunostained using primary antibodies followed by appropriate fluorescent secondary antibodies.

### 2.7 RNA‐Seq Analysis

The expression profiles of genes in in vitro cultured gut organoids were analyzed using RNA sequencing (RNA‐seq), and performed by BGI in Wuhan, China. Total RNA was extracted from the cells following the manufacturer's protocol for TRIzol reagent (Invitrogen, Shanghai, China). Sequencing libraries were prepared and transcriptome analysis was conducted on the MGISEQ‐2000 platform, generating 100 bp paired end reads. Read alignment and quantification were performed using the MGISEQ‐2000 system, with gene expression levels calculated as fragments per kilobase of transcript per million mapped fragments (FPKM). Differential gene expression was assessed based on fold change (FC) values. Data analysis was carried out using the bioinformatics tools available on the BGI analysis platform (http://biosys.bgi.com).

### 2.8 Western Blot, QRT‐PCR, and ELISA

Previously reported Western blot, QRT‐PCR, and ELISA [28, 31] were used in this study.

### 2.9 Statistics

Statistical analyses were performed using the two‐tailed Student *t* test and Mann–Whitney U test. These were performed using GraphPad Prism 7 software. A 95% confidence interval was considered significant and was defined as *p < 0.05; **p < 0.01; ***p < 0.001.

## 3 Results

### 3.1 Expressions of Adiponectin in Gut Paneth Cells

Adiponectin expression is predominantly localized to the crypt epithelium [9, 32, 33], with specific enrichment in PCs [33]. Building upon prior reports [33], our immunohistochemical analysis revealed robust adiponectin expression in Lyz^+^ PCs, while being undetectable in either Lgr5^+^ ISCs or CD24^+^ colonic stem cells (Figure 1a,b). We also performed single‐cell analysis of dissociated intestinal and colonic organoids to further characterize adiponectin‐expressing populations. This comprehensive approach unequivocally demonstrated adiponectin expression exclusively in Lyz^+^ PCs, with no detectable expression in other intestinal epithelial cell lineages derived from organoid cultures (Figure 1c). QRT‐PCR analysis of sorted cell populations provided independent validation of adiponectin expression specifically in PCs (Figure 1d). Taken together, these findings establish that adiponectin is constitutively expressed by canonical PCs in the small intestine and their Paneth‐like counterparts in the colon.

**FIGURE 1:**
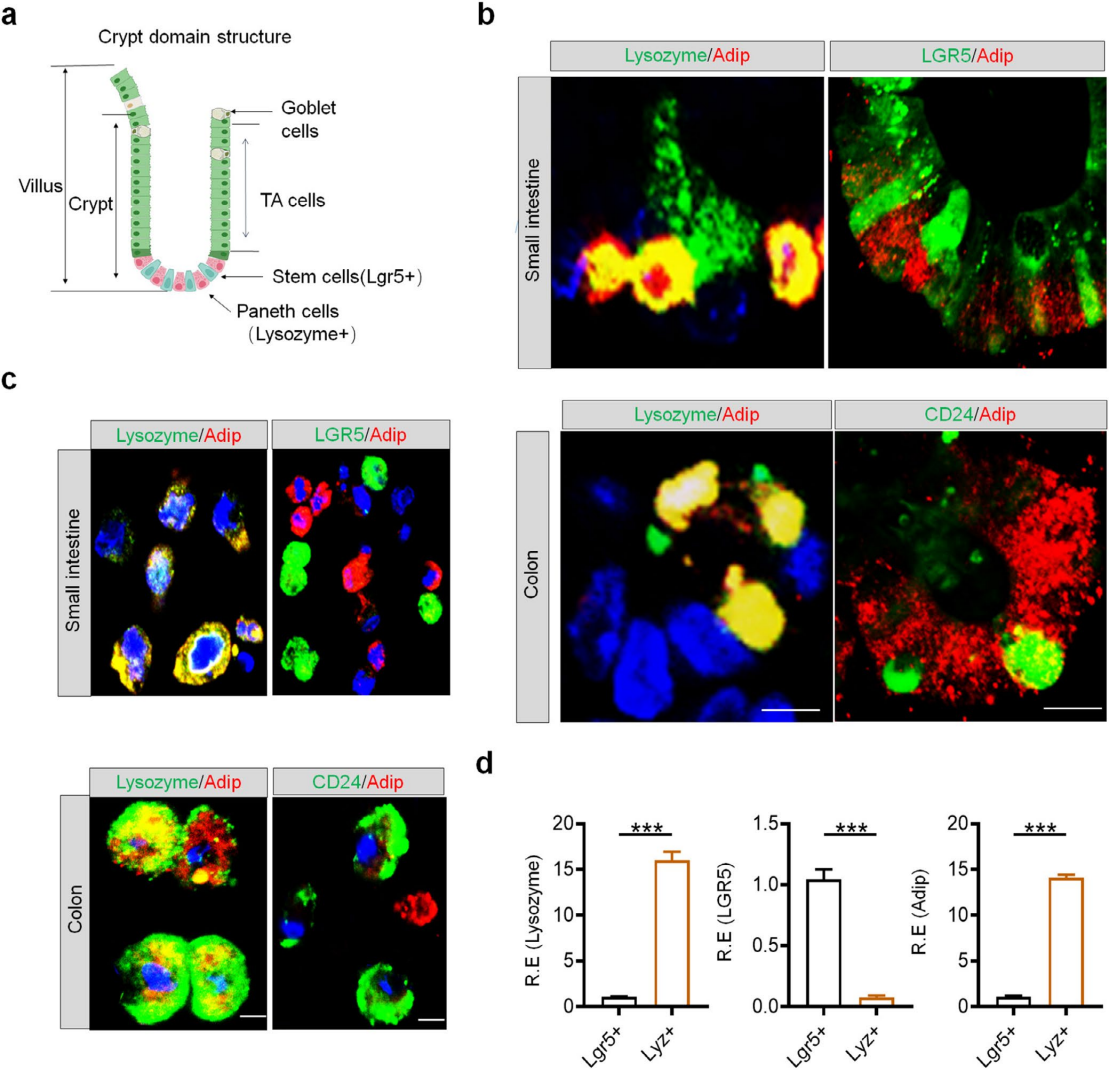
Adiponectin expression in Paneth cells of intestinal and colonic epithelial cells. (a) A schematic illustration showing the structure of the crypt domain in the intestinal villi. TA，transit amplifying; (b) Immunostaining of adiponectin (Adip, red) and lysozyme (Paneth cells, green) or Lgr5 (Intestinal stem cell, green) and CD24 (Colon stem cell, green) in the crypts of small intestinal and colonic tissues. Scale bar = 10 μm. A representative from three mice. (c) Immunostaining of adiponectin (Adip, red) and lysozyme (Paneth cells, green) or Lgr5 (Intestinal stem cell, green) and CD24 (Colon stem cell, green) in the isolated cells from in vitro cultured intestinal or colonic organoids. Scale bar = 25 μm in intestine; Scale bar = 10 μm in colon. (d) QRT‐PCR of lysozyme, lgr5, and adiponectin (Adip) in sorted intestinal stem cells (lgr5^+^ cells) and Paneth cells (Lyz^+^) from in vitro cultured intestinal by flow cytometry. Student's *t*‐test, mean ± SD; ***p < 0.001. R. E., relative expression.

### 3.2 Adiponectin Gut Conditional Knockout Promotes Recovery of Damaged Gut Epithelial Cells

Adiponectin has been demonstrated to suppress colorectal carcinogenesis [14, 15]. Based on this evidence, we postulated that adiponectin secreted by intestinal PCs might exert paracrine effects on neighboring ISCs within the crypt niche, thereby modulating the regenerative capacity and proliferative activity of intestinal epithelial cells. To investigate this hypothesis, we used two well‐established injury models, ionizing radiation [34] and DSS‐induced colitis [35] to systematically evaluate the functional contribution of PC‐derived adiponectin in epithelial repair processes. We generated adiponectin conditional knockout mice (adip^fl/fl‐Villi‐Cre^) and their corresponding control littermates (adip^fl/fl^) (Figure S1). Following a 7‐day administration of 2.5% (wt/vol) DSS in drinking water and subsequent recovery period with normal water, adip^fl/fl‐Villi‐Cre^ mice demonstrated significantly enhanced intestinal epithelial regeneration compared to controls (Figure 2a). This accelerated regenerative response was associated with a pronounced increase in epithelial cell proliferation, as evidenced by quantitative analysis of Ki67‐positive cells (a well‐validated proliferation marker [36]), along with improved architectural restoration of the epithelial lining in adip^fl/fl‐Villi‐Cre^ mice (Figure 2b).

**FIGURE 2:**
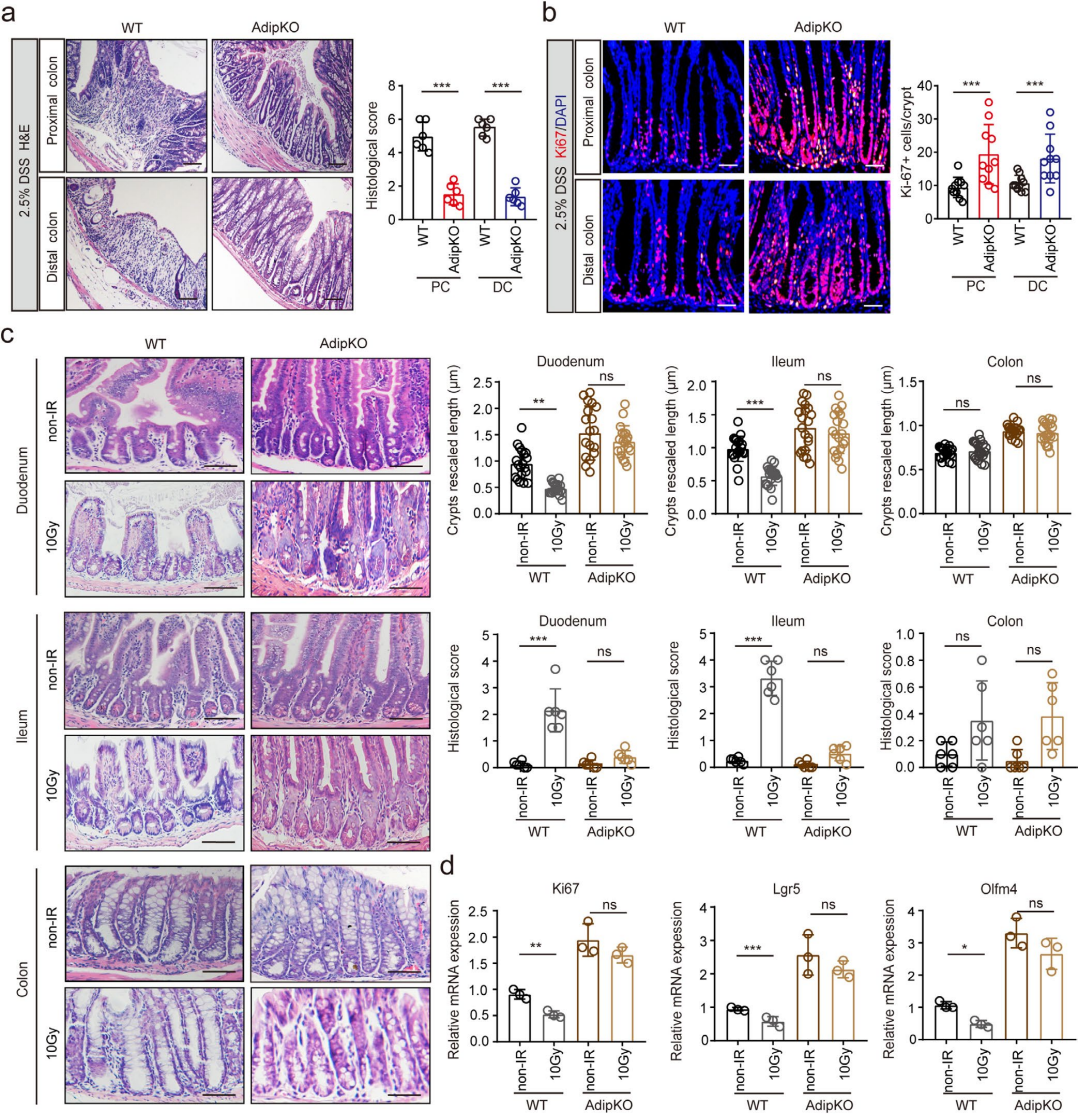
Adiponectin deficiency promotes repair of gut epithelial damage. (a) H&E staining of the proximal and distal colonic tissue of adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice at 7‐day post start of DSS (2.5%) treatment. Scale bar = 45 μm. (b) Immunostaining of Ki67 in the proximal and distal colonic tissue of adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice at 12‐day post start of DSS (2.5%) treatment. *n* = 102 crypt‐villus units from 5 mice per group. Scale bar = 45 μm. (c) H&E staining of the duodenum and ileum, and colon tissue in adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice after irradiation (10Gy). *n* = 105 crypts from 6 mice per group. Scale bar = 45 μm. (d) qRT‐PCR of ki67, lgr5, and olfm4 in gut tissues of adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice after irradiation (10 Gy). At day 3 after radiation, intestinal tissue was collected. Mann–Whitney U test in a, b, and c; Student's *t*‐test in d, mean ± SD; *p < 0.05, **p < 0.05, ***p < 0.05; Ns, no significance.

We next evaluated the regenerative capacity of the intestinal epithelium by subjecting adip^fl/fl‐Villi‐Cre^ mice and adip^fl/fl^ control mice to γ‐irradiation (10 Gy). Histopathological examination (H&E staining) combined with immunohistochemical analysis demonstrated markedly enhanced proliferation and tissue regeneration in the small intestine and colon of adip^fl/fl‐Villi‐Cre^ mice as compared to controls (Figure 2c). Quantitative measurements revealed significantly elongated crypt lengths in irradiated adip^fl/fl‐Villi‐Cre^ mice (Figure 2c), indicative of heightened regenerative activity. Consistent with these morphological observations, molecular analysis showed substantially elevated expression levels of proliferation‐associated markers (Ki67, Lgr5, Olfm4 [37]) in intestinal epithelial cells of adip^fl/fl‐Villi‐Cre^ mice at day 3 post‐irradiation (Figure 2d). These collective findings provide compelling evidence that targeted depletion of adiponectin in gut PCs specifically augments the proliferative and regenerative potential of intestinal epithelial cells following radiation‐induced injury.

### 3.3 Adiponectin Deficiency in Paneth Cells Promotes the Development of Gut Stem Cells

To investigate the role of adiponectin derived from gut PCs, we analyzed ISCs and their adjacent TA cells in both adip^fl/fl‐Villi‐Cre^ mice and control adip^fl/fl^ mice. Genetic ablation of adiponectin in gut epithelial cells significantly promoted the expansion of ISCs and TA cells within intestinal crypts. Compared to control mice, adip^fl/fl‐Villi‐Cre^ mice exhibited markedly enlarged crypts that were predominantly populated by these proliferative cell populations (Figure 3a,b). This morphological alteration clearly demonstrated enhanced enrichment of both ISCs and TA cells in the crypts of adip^fl/fl‐Villi‐Cre^ mice. Furthermore, we observed a substantial increase in Ki67‐positive proliferating cells throughout the crypt‐villus axis in adip^fl/fl‐Villi‐Cre^ mice (Figure 3a,b). Collectively, these findings demonstrate that PC‐derived adiponectin plays a critical role in regulating the homeostasis and proliferation of intestinal crypt cells, particularly ISCs and TA cells.

**FIGURE 3:**
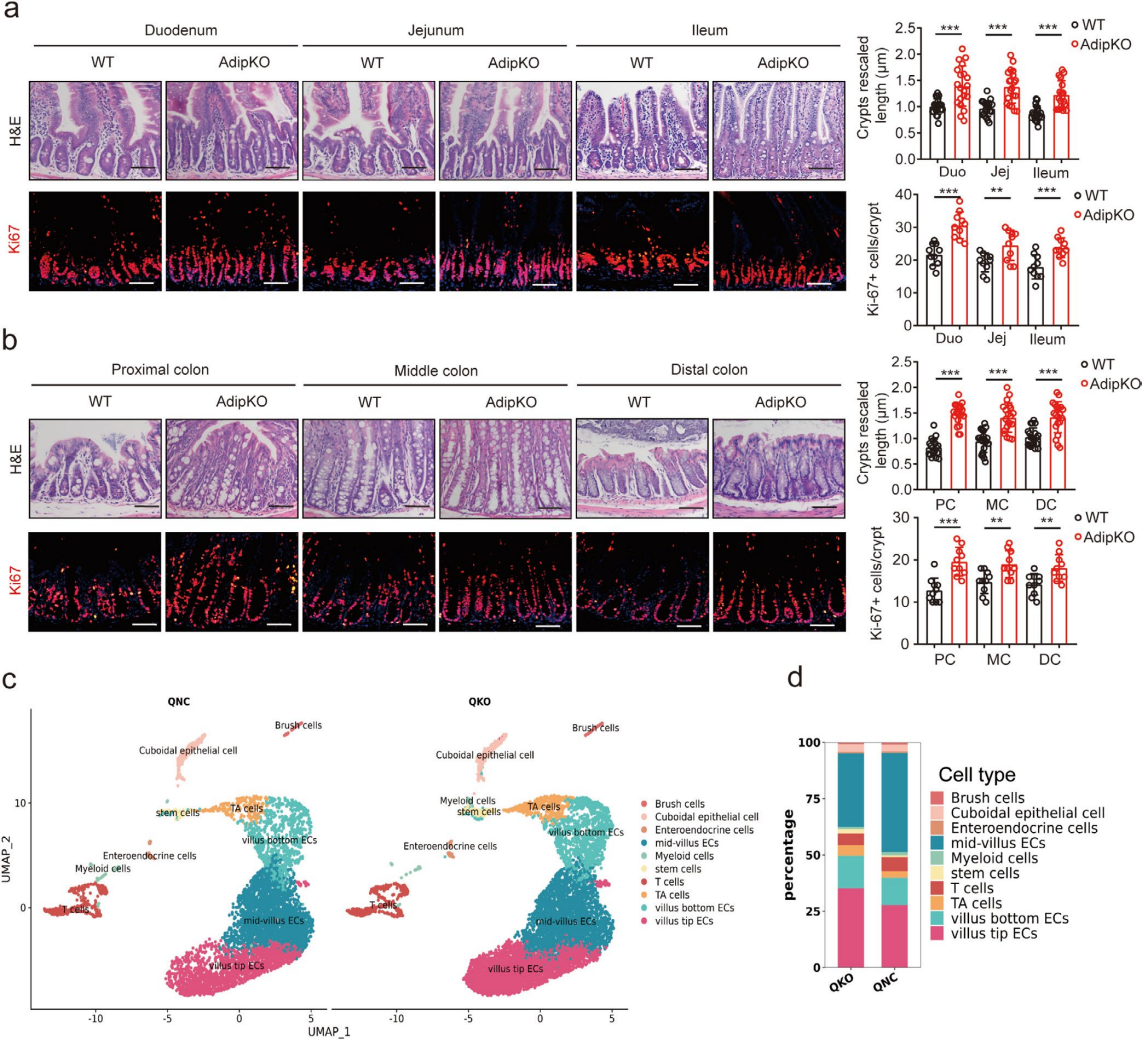
Adiponectin regulates the proliferation and differentiation of gut stem cells. (a) H/E staining and immunostaining of Ki67(red) in the small intestinal (duodenum, jejunum, and ileum) tissues of adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice. *n* = 91 crypts from 5 mice per group for crypt rescaled length; *n* = 62 crypt‐villus units from 5 mice per group for Ki67 cells; Scale bar = 45 μm; (b) H/E staining and immunostaining of Ki67(red) in colonic (proximal colon, middle colon, and distal colon) tissues of adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice. DAPI, nuclei (blue). *n* = 91 crypts from 5 mice per group for crypt rescaled length; *n* = 62 crypt‐villus units from 5 mice per group for Ki67 cells; Scale bar = 45 μm; (c) UMAPs of scRNA‐seq in the intestinal tissue of adip^fl/fl‐Villi‐Cre^ (AdipKO) and their littermate adip^fl/fl^ (WT) mice. Pooled sample from 8‐week‐old male mice, *n* = 6. (d) Percentages of different cell clusters in the intestinal tissue of adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice. Mann–Whitney U test in a and b; **p < 0.05, ***p < 0.05.

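The single-cell data came from 1 library of small intestinal epithelium of adip fl/fl mice and 1 of adip fl/fl‐Villi‐Cre mice, in which Cre recombinase under the villin promoter removes adiponectin from epithelial cells. The legend of Fig. 3c describes a pooled sample of male mice, so neither genotype has a replicate library, no test between the genotypes is possible, and every interval given for these data covers counting error only. Cells were captured in droplets with the 10x Genomics 3′ kit, in which each droplet carries a barcode and each transcript molecule a unique molecular identifier (UMI). The authors counted UMIs per gene and barcode with Cell Ranger, which the methods give as version 7.0.0 and the header of the deposited tables as version 7.1.0, and the deposited values are these counts without normalization. The library of adip fl/fl mice held 42150623 UMIs, with a median of 2755 UMIs and 920 detected genes per barcode. The library of adip fl/fl‐Villi‐Cre mice held 63370798 UMIs, with a median of 2945 UMIs and 1023 genes per barcode.

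The targeted gene, Adipoq (ENSMUSG00000022878), had 1 UMI over all barcodes from adip fl/fl mice and 0 UMIs over all barcodes from adip fl/fl‐Villi‐Cre mice. In the cells that passed quality control it had 0 UMIs in both genotypes, which allows up to 0.144 CPM (UMIs per 1000000 UMIs) in adip fl/fl mice and up to 0.0754 CPM in adip fl/fl‐Villi‐Cre mice (upper 95% Poisson bound). The 7 cells from adip fl/fl mice and the 23 cells from adip fl/fl‐Villi‐Cre mice with at least 5 UMIs of the Paneth cell transcript Lyz1 held none either. The transcript was too rare in these libraries to check the genotype labels.

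Cells were filtered by the thresholds in the methods, more than 500 detected genes and less than 25% of UMIs from mitochondrial genes, taken as all genes whose symbol starts with mt-. Counts were log-normalized in Seurat with a scale factor of 10000, and both libraries were clustered together on 20 principal components of 2000 variable genes by the Louvain method at a resolution of 0.8. The paper's text states the number of components and not the number of variable genes or the resolution. The libraries were not integrated and doublets were not removed. For gene levels, UMIs were summed over the cells of a class and scaled to a class total of 1000000 UMIs, as CPM. Intervals on shares are exact (Clopper-Pearson) 95% intervals, and intervals on sums of UMIs and on folds are exact Poisson 95% intervals. The Poisson intervals treat each UMI as independent and leave out the spread between cells.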

To further elucidate the effects of PC‐derived adiponectin on ISCs and TA cells, we conducted single‐cell RNA sequencing (scRNA‐seq) on crypt‐enriched small intestinal epithelium from both control adip^fl/fl^ mice and adip^fl/fl‐Villi‐Cre^ mice. Crypt enrichment was performed to enhance the capture of ISCs and TA cells while maintaining representation of all epithelial cell populations along the crypt‐villus axis [38]. Initial sequencing yielded 21 629 cells, with 9791 cells from adip^fl/fl^ mice and 11 838 cells from adip^fl/fl‐Villi‐Cre^ mice. Following quality control filtering, we retained 6757 high‐quality cells from adip^fl/fl^ mice and 8550 from adip^fl/fl‐Villi‐Cre^ mice for subsequent analysis. 

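More than 500 genes were detected in 7739 barcodes from adip fl/fl mice and in 9818 from adip fl/fl‐Villi‐Cre mice. Of these, the limit on the mitochondrial share removed 4670 from adip fl/fl mice and 4263 from adip fl/fl‐Villi‐Cre mice. The cells that passed both thresholds were 3069 from adip fl/fl mice (31.3% of the barcodes) and 5555 from adip fl/fl‐Villi‐Cre mice (46.9%). Their median depth was 4838 UMIs and 1690 genes in adip fl/fl mice and 4749 UMIs and 1613 genes in adip fl/fl‐Villi‐Cre mice. Over all barcodes, the median mitochondrial share was 31.5% in adip fl/fl mice and 25.5% in adip fl/fl‐Villi‐Cre mice. The mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2 made up 3.48% and 10.4% of all UMIs in adip fl/fl mice and 2.52% and 7.04% in adip fl/fl‐Villi‐Cre mice. With a limit of 10% in place of 25%, 1236 cells from adip fl/fl mice and 2015 from adip fl/fl‐Villi‐Cre mice passed, and when the share was computed from the 13 protein-coding mitochondrial genes alone, 7637 and 9729 passed.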

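Clustering of the cells that passed gave 19 clusters, and clusters 10 and 17, which carried stem cell and cycling markers, were split once more at a resolution of 0.4 into 3 sub-clusters. This split was chosen after the clusters were seen. Clusters were named from a fixed list of markers, a marker being counted when its level in the cluster was at least 2-fold that in the other cells, so the names may differ from the authors' annotation. The stem-like sub-cluster carried 11 of the 11 stem cell markers, was led by Olfm4 and Slc12a2, and had a median of 18109.5 UMIs per cell. It also carried 12 of the 12 cycling, 6 of the 9 Paneth and 5 of the 5 fibroblast markers, of which 1, a cycling marker, was among its 10 leading genes. The TA-like sub-cluster carried 10 of the 12 cycling markers and was led by Cdc20 and Ube2c. The villus bottom-like cluster carried 10 of the 12 markers of early enterocytes and was led by Car4, with Plac8, Oat and Krt19 among its 10 leading genes, which Fig. S2b shows for the cluster at the place of the TA cells of Fig. 3c, so the paper's TA cells may not be the TA-like cells here. The mid-villus-like and villus tip-like clusters carried markers of mature enterocytes. No cluster was Paneth-like. The goblet-like cluster, with 225 cells from adip fl/fl mice and 408 from adip fl/fl‐Villi‐Cre mice, carried 7 of the 7 goblet markers and also 7 of the 9 Paneth markers, with Defa24 among its 10 leading genes.

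Sub-cluster 2 of the crypt clusters held 55 cells, all from adip fl/fl‐Villi‐Cre mice, with cycling, goblet, Paneth and enteroendocrine markers together. Cluster 11 held 106 cells from adip fl/fl mice (3.45%) and 114 from adip fl/fl‐Villi‐Cre mice (2.05%) with both cycling and T cell markers. Cluster 7 held 166 cells from adip fl/fl mice and 296 from adip fl/fl‐Villi‐Cre mice and reached the minimum of 3 markers for no class. Epithelial clusters made up 2507 cells from adip fl/fl mice (81.7%) and 4940 from adip fl/fl‐Villi‐Cre mice (88.9%), and the remainder were immune cells.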

Unsupervised clustering identified 14 distinct epithelial cell populations, which were annotated as ISCs, TA cells, and other intestinal epithelial subtypes based on established marker genes [39, 40, 41] (Figure 3c; Figure S2). 

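The absorptive lineage was ordered by diffusion pseudotime, which runs from 0 to 1 along the cells' neighbour graph. It was rooted in the stem-like cell farthest from the centre of the other classes, so the first place in the order is set by the root and is not a result. In adip fl/fl mice the median pseudotime was 0.075 in stem-like, 0.096 in TA-like, 0.277 in villus bottom-like, 0.915 in mid-villus-like and 0.957 in villus tip-like cells. The medians for adip fl/fl‐Villi‐Cre mice were 0.078, 0.098, 0.280, 0.896 and 0.957 in the same order of classes. With 30 principal components the order of the 5 classes was the same in both genotypes, and the median of TA-like cells was 0.111 in each.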

To explore potential adiponectin‐mediated effects on epithelial differentiation, we performed trajectory inference analysis. Although there revealed similar trajectories from ISCs through TA cells to mature epithelial lineages in both genotypes (Figure 3c), quantitative analysis of cell population distributions demonstrated significant increases in the proportions of both ISCs and TA cells in adip^fl/fl‐Villi‐Cre^ mice as compared to controls (Figure 3d). These findings indicate that adiponectin deficiency in PCs enhances the proliferation and differentiation of ISCs and TA cells. Thus, our results demonstrate that adiponectin produced by PCs serves as a negative regulator of intestinal stem cell renewal and TA cell differentiation.

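Stem-like cells made up 41 of 3069 cells from adip fl/fl mice, 1.34% (95% interval 0.960 to 1.81), and 119 of 5555 cells from adip fl/fl‐Villi‐Cre mice, 2.14% (1.78 to 2.56). The ratio of the shares was 1.60 (1.12 to 2.35), which lies beyond counting error, while the spread between mice cannot be seen with 1 library per genotype. TA-like cells made up 45 cells from adip fl/fl mice, 1.47% (1.07 to 1.96), and 109 cells from adip fl/fl‐Villi‐Cre mice, 1.96% (1.61 to 2.36). Their ratio was 1.34 (0.937 to 1.94), a difference within counting error. The unnamed crypt sub-cluster of cells from adip fl/fl‐Villi‐Cre mice alone made up 0.990% (0.747 to 1.29) of that library, and 0 of 3069 cells from adip fl/fl mice allows a share of up to 0.120% (exact interval). Without it, the crypt clusters together made up 86 cells from adip fl/fl mice and 228 from adip fl/fl‐Villi‐Cre mice, a ratio of 1.46 (1.14 to 1.90).

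The ratio of the stem-like shares moved most when each cell was named by its own marker score in place of its cluster. The share then was 1.53% (47 cells) in adip fl/fl mice and 1.26% (70 cells) for adip fl/fl‐Villi‐Cre mice, a ratio of 0.823 (0.561 to 1.22), so its direction was not kept. The markers that define the class also differed between the genotypes within it, with an Olfm4 level 1.41-fold and an Lgr5 level 2.63-fold (1.43 to 5.30) as high in adip fl/fl‐Villi‐Cre mice, and the shares of the class are therefore not independent of expression.

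Among the other classes, the villus tip-like share was 19.0% in adip fl/fl mice and 30.8% in adip fl/fl‐Villi‐Cre mice, a ratio of 1.63 (1.48 to 1.79), and the mid-villus-like share was 37.3% and 31.6%. The villus bottom-like share was 5.57% and 6.57%, and the goblet-like share 7.33% and 7.34%. Shares were lower in adip fl/fl‐Villi‐Cre mice for T cell-like cells (11.9% and 7.92%), tuft-like cells (2.48% and 1.12%), enteroendocrine-like cells (1.82% and 1.01%), myeloid-like cells (2.02% and 0.576%) and B or plasma-like cells (0.978% and 0.522%). Some of these falls depended on the filter. With the mitochondrial share over 13 genes, chosen after the values were seen, the ratio was 0.949 (0.830 to 1.08) for T cell-like cells. It was then 0.765 (0.549 to 1.06) for tuft-like and 1.68 (0.646 to 4.88) for B or plasma-like cells. Over the alternative settings the ratio stayed between 0.507 and 0.806 for enteroendocrine-like and between 0.266 and 0.874 for myeloid-like cells.

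**Figure D1:**
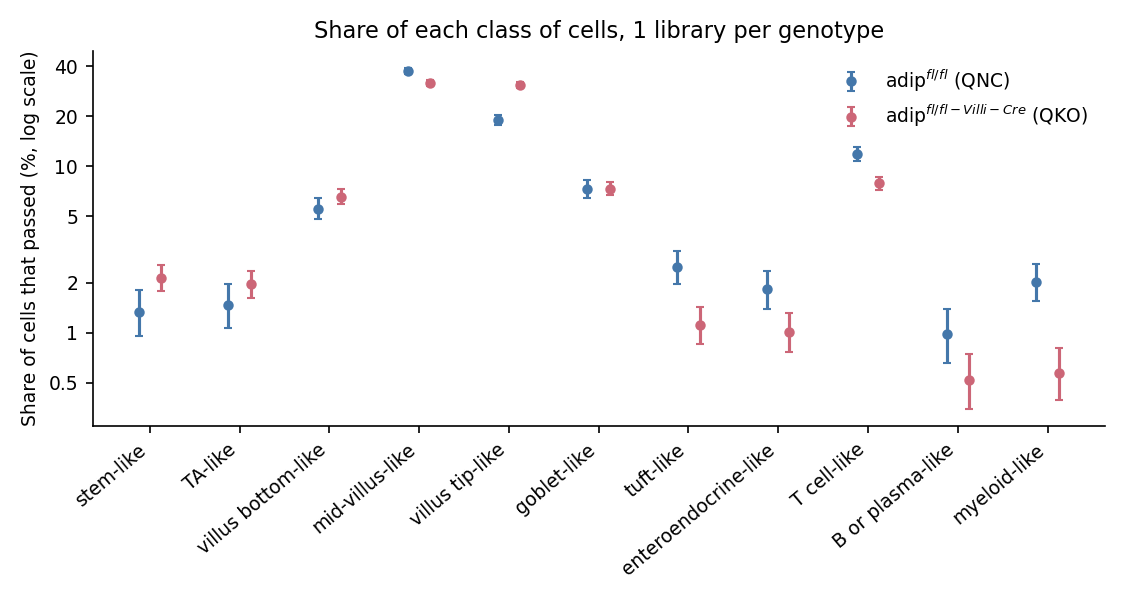
Share of each cell class, in percent of the cells that passed quality control on a log axis, in the library of adip fl/fl mice and the library of adip fl/fl‐Villi‐Cre mice. Points are shares and whiskers are exact 95% intervals, which cover counting error only. Stem-like cells lie at 1.34% and 2.14% and TA-like cells at 1.47% and 1.96%, and in both classes the intervals of the genotypes overlap.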

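Proliferating cells were also counted without clusters, as epithelial cells with at least 1 UMI of the cell cycle gene Mki67. Each cell was first thinned to 2000 UMIs so that depth was equal, which left out 138 cells from adip fl/fl mice and 239 from adip fl/fl‐Villi‐Cre mice. Mki67 was detected in 57 of 2369 cells from adip fl/fl mice, 2.41% (1.83 to 3.11), and in 146 of 4701 cells from adip fl/fl‐Villi‐Cre mice, 3.11% (2.63 to 3.64), a ratio of 1.29 (0.944 to 1.79) that lies within counting error. Without thinning, at a median depth of 4742 and 4779.5 UMIs, the shares were 5.23% and 7.09%, and the ratio of 1.36 (1.11 to 1.67) was beyond counting error, while after thinning to 1000 UMIs the ratio was 1.04 (0.693 to 1.60). Without the 55 cells of the sub-cluster found in adip fl/fl‐Villi‐Cre mice alone, the thinned share in adip fl/fl‐Villi‐Cre mice was 2.39% (111 of 4648 cells) and the ratio 0.993 (0.715 to 1.39), and without thinning the ratio was 1.18 (0.957 to 1.46) and at 1000 UMIs 0.714 (0.456 to 1.13), settings chosen after the values were seen. In villus tip-like cells, which do not divide, Mki67 was detected in 1 of 555 cells from adip fl/fl mice (0.180%) and in 7 of 1609 from adip fl/fl‐Villi‐Cre mice (0.435%). Their median depth before thinning was 3868 and 3608 UMIs, against 5044 and 5033 in all the epithelial cells counted. Within stem-like cells, Mki67 was detected in 19 of 41 cells from adip fl/fl mice (46.3%, 30.7 to 62.6) and in 47 of 118 from adip fl/fl‐Villi‐Cre mice (39.8%, 30.9 to 49.3). Within TA-like cells it was detected in 26 of 45 (57.8%, 42.2 to 72.3) and in 37 of 109 (33.9%, 25.1 to 43.6). That ratio of 0.588 (0.346 to 1.01) lay within counting error. Without thinning it was detected in 97.8% and 93.6% of TA-like cells, a ratio of 0.957 (0.666 to 1.40). In stem-like cells the shares without thinning were 80.5% and 74.8%, a ratio of 0.929 (0.617 to 1.43). At 1000 UMIs the shares were lower in adip fl/fl‐Villi‐Cre mice in both classes, 36.6% and 16.8% in stem-like cells, a ratio of 0.459 (0.224 to 0.964), and 33.3% and 15.6% in TA-like cells, a ratio of 0.468 (0.220 to 1.01).

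The stem cell marker Lgr5 was detected after thinning in 14 of 2369 epithelial cells from adip fl/fl mice, 0.591% (0.323 to 0.990), and in 12 of 4701 from adip fl/fl‐Villi‐Cre mice, 0.255% (0.132 to 0.445). The ratio was 0.432 (0.183 to 1.01), and without thinning the shares were 1.16% and 1.17%, a ratio of 1.01. In villus tip-like cells it was detected in 1 of 555 cells from adip fl/fl mice and in 0 of 1609 from adip fl/fl‐Villi‐Cre mice, which allows up to 0.229% (exact interval). Lgr5 was also detected in tuft-like cells, without thinning in 20 of 76 from adip fl/fl mice and in 19 of 62 from adip fl/fl‐Villi‐Cre mice, and in 6 of 41 and 31 of 119 stem-like cells. Without tuft-like cells, a setting chosen after the values were seen, it was detected in 9 of 2431 epithelial cells from adip fl/fl mice and in 39 of 4878 from adip fl/fl‐Villi‐Cre mice before thinning, a ratio of 2.16 (1.03 to 5.07). After thinning it was detected in 5 of 2299 and 7 of 4640, and the ratio of 0.694 (0.190 to 2.77) lay within counting error. From the larger proportions of ISCs and TA cells that it reports in adip fl/fl‐Villi‐Cre mice (Fig. 3d), with similar trajectories in both genotypes (Fig. 3c), the paper concludes that the loss of adiponectin in PCs enhances proliferation and differentiation of ISCs and TA cells. The paper also reports more Ki67-positive cells by immunostaining of tissue (Fig. 3a,b). The shares of cells with a Mki67 UMI are another measure, of transcripts in dissociated cells, and do not test those counts.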

### 3.4 AdipR1 KO Promotes the Proliferation of Gut Stem Cells

We next sought to elucidate the mechanism by which adiponectin regulates the proliferation of Lgr5^+^ ISCs. Adiponectin primarily signals through its cognate receptors adipR1 and adipR2, both of which are expressed in normal intestinal epithelium and colorectal cancer tissues [42, 43] (Figure S3). To delineate the specific functions of these receptors, we generated adipR1‐ and adipR2‐deficient mouse models. Intriguingly, histological analysis revealed a significant increase in crypt cell proliferation specifically in adipR1 knockout mice, while adipR2 deficiency showed no such effect (Figure 4a–d; Figure S4), suggesting that adiponectin mediates its proliferative effects predominantly through adipR1 signaling. Mechanistically, adiponectin‐receptor engagement typically triggers tissue‐specific downstream signaling cascades, including AMP‐activated protein kinase (AMPK) activation [44]. Consistent with this paradigm, we observed diminished AMPK phosphorylation in the ileum crypts of adipR1 knockout mice (Figure 4e,f). Notably, levels of β‐catenin, the central effector of the Wnt/β‐catenin pathway that governs intestinal stem cell maintenance and proliferation [45], were markedly elevated in the ileum crypts of adipR1‐deficient mice (Figure 4g,h).

**FIGURE 4:**
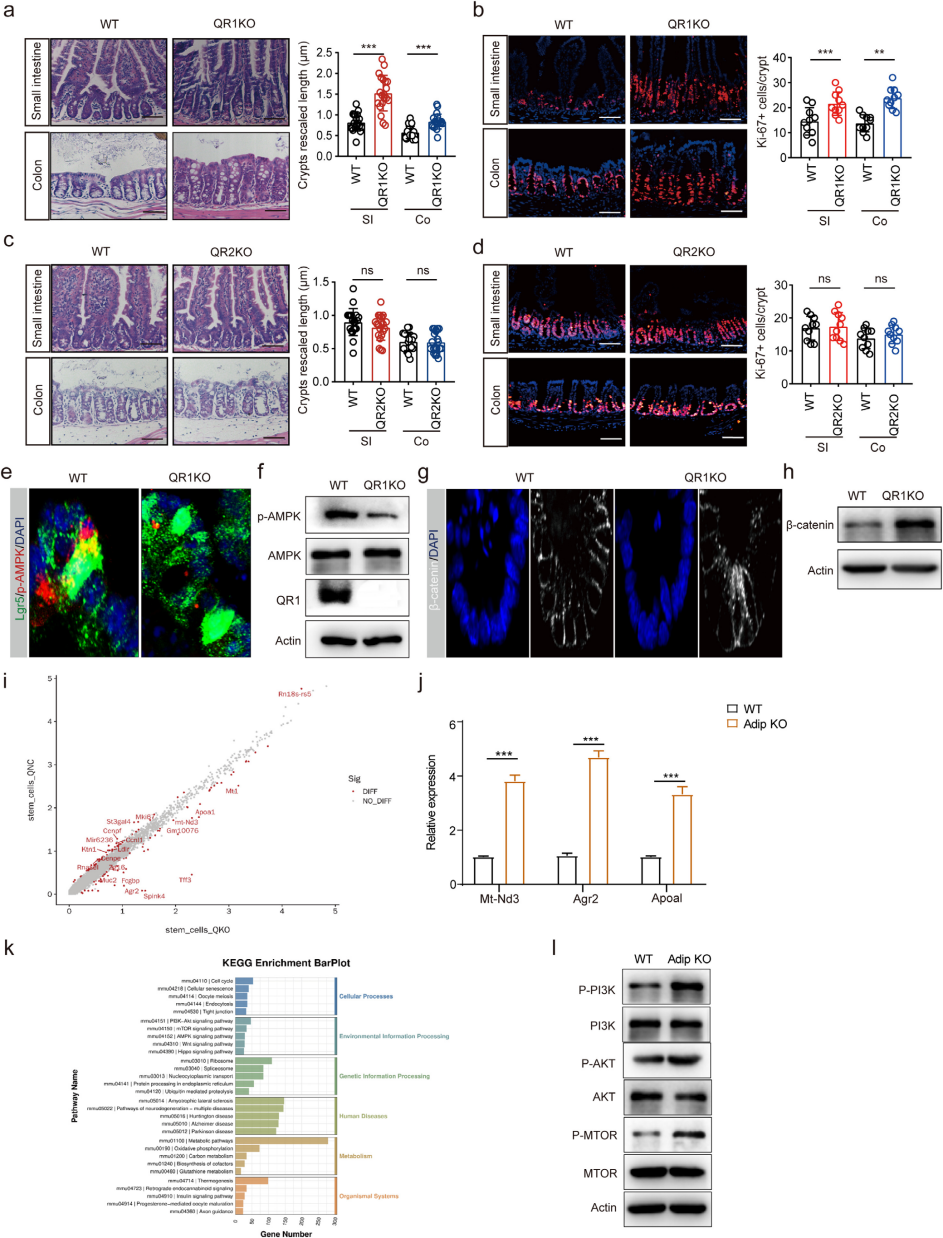
Adiponectin receptor 1 knockout in mice promotes proliferation of gut stem cells. (a) H&E staining of the small intestine and colon tissues of adipR1 KO (QR1KO) and WT mice. *n* = 105 crypts from 5 mice per group. Scale bar = 45 μm; (b) Immunostaining of Ki67 in the small intestine and colon tissues of adipR1 KO (QR1KO) and WT mice. DAPI for cell nuclei (blue). *n* = 66 crypt‐villus units from 5 mice per group. Scale bar = 45 μm; (c) H&E staining of the small intestine and colon tissues of adipR 2 KO (QR2KO) and WT mice. *n* = 84 crypts from 5 mice per group. Scale bar = 45 μm; (d) Immunostaining of Ki67 in the small intestine and colon tissues of adipR2KO (QR2KO) and WT mice. DAPI, nuclei (blue). *n* = 60 crypt‐villus units from 5 mice per group; (e) Immunostaining of Lgr5 (green)/p‐AMPK(red) in the ileum crypts of adipR1 KO (QR1KO) and WT mice; (f) Immunoblot of p‐AMPK and AMAK in the ileum crypts of adipR1 KO (QR1KO) and WT mice; Actin as the loading control; (g) Immunostaining of β‐catenin (gray) in the ileum crypts of adipR1 KO (QR1KO) and WT mice; (h) Immunoblot of β‐catenin in the ileum crypts of adipR1 KO (QR1KO) and WT mice; Actin as the loading control; (i) Gene expression of intestinal stem cell cluster by scRNA sequence in adip^fl/fl‐Villi‐Cre^ (QKO) and adip^fl/fl^ (QNC) mice; (j) QRT‐PCR of mt‐Nd3, agr2, and apoal in the isolated ileum crypts of adip^fl/fl‐Villi‐Cre^ (QKO) and adip^fl/fl^ (QNC) mice. (k) KEGG analyses of intestinal stem cell cluster by scRNA sequence in adip^fl/fl‐Villi‐Cre^ (QKO) and adip^fl/fl^ (QNC) mice. (l) Immunoblotting of pPI3K, PI3K, P‐AKT, AKT, pmTOR and mTOR in the isolated ileum crypts of adip^fl/fl‐Villi‐Cre^ (AdipKO) and their littermate adip^fl/fl^ (WT) mice. Student's *t*‐test in j, mean ± SD; Mann–Whitney U test in a, b, c, and d; **p < 0.05, ***p < 0.05; Ns, no significance.

Adiponectin‐activated AMPK is known to inhibit multiple signaling pathways [12, 13]. To investigate its role in gut crypt development, we performed differential gene expression analysis on scRNA‐seq data comparing control *adip* ^*fl/fl*^ mice and *adip* ^*fl/fl‐Villi‐Cre*^ mice. 

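In stem-like cells, mt-Nd3, the mitochondrial gene of a subunit of complex I, rose from 361 CPM in adip fl/fl mice (374 UMIs) to 877 in adip fl/fl‐Villi‐Cre mice (2473 UMIs), a fold of 2.43 (2.18 to 2.72). Over 13 alternative settings this fold stayed between 2.21 and 2.75. A rise of like size was measured in other classes of the same libraries, 2.67-fold in villus tip-like cells and 3.25-fold (2.88 to 3.68) in T cell-like cells, in which the villin promoter is not active. Epithelial RNA accounted for an estimated 57.5% of the mitochondrial UMIs of the T cell-like barcodes from adip fl/fl mice and 87.8% of those from adip fl/fl‐Villi‐Cre mice. In the 91 and 110 of these barcodes with the least enterocyte RNA, chosen after the values were seen, it accounted for 20.9% and 22.8%. There mt-Nd3 relative to the other 12 protein-coding mitochondrial genes was 2.85-fold (2.05 to 4.01) as high in adip fl/fl‐Villi‐Cre mice. The goblet cell gene Agr2 was at 1595 CPM in adip fl/fl mice and 1474 in adip fl/fl‐Villi‐Cre mice, a fold of 0.925 (0.873 to 0.979). Agr2 was detected in 16 of 41 stem-like cells from adip fl/fl mice and in 47 of 119 from adip fl/fl‐Villi‐Cre mice, and 1 cell held 1142 of the 1653 UMIs in adip fl/fl mice (69.1%). Without the cell richest in Agr2 of each genotype, a setting chosen after the values were seen, the fold was 2.31. The apolipoprotein gene Apoa1, an abundant enterocyte transcript, rose from 584 to 977 CPM, a fold of 1.67 (1.53 to 1.83). In T cell-like cells it rose from 1827 to 4355, so that part of its UMIs lay in barcodes of cells that are not of its type.

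Of the other genes labelled in Fig. 4i, Mt1 rose 2.32-fold, Gm10076 2.33-fold, Zg16 4.23-fold, Muc2 2.86-fold, Spink4 2.34-fold and Tff3 1.43-fold in stem-like cells. Gm10076 is 99.5% identical to Rpl41 over 383 nt, and UMIs of the pair could be assigned to either gene. Cenpf was 0.575-fold, Cenpe 0.544-fold, Mir6236 0.673-fold and Rn18s-rs5 0.821-fold as high in adip fl/fl‐Villi‐Cre mice. The genes with the largest rise among 3635 genes over the minimum level were Defa24, Acta2, Col3a1, Gzma and Ccl6. Defa24 had 10 UMIs in adip fl/fl mice and 1406 in adip fl/fl‐Villi‐Cre mice, the latter in 28 of 119 cells. Acta2 and Col3a1, genes of smooth muscle cells and fibroblasts, had 0 UMIs in adip fl/fl mice and lay in 2 cells from adip fl/fl‐Villi‐Cre mice. The lower 95% limits of their folds were 22.2 and 16.8, limits that leave out the spread between cells. The largest falls were in the cell cycle and histone genes H1f5, H4c4, Anln, Knl1 and Kif4.

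**Figure D2:**
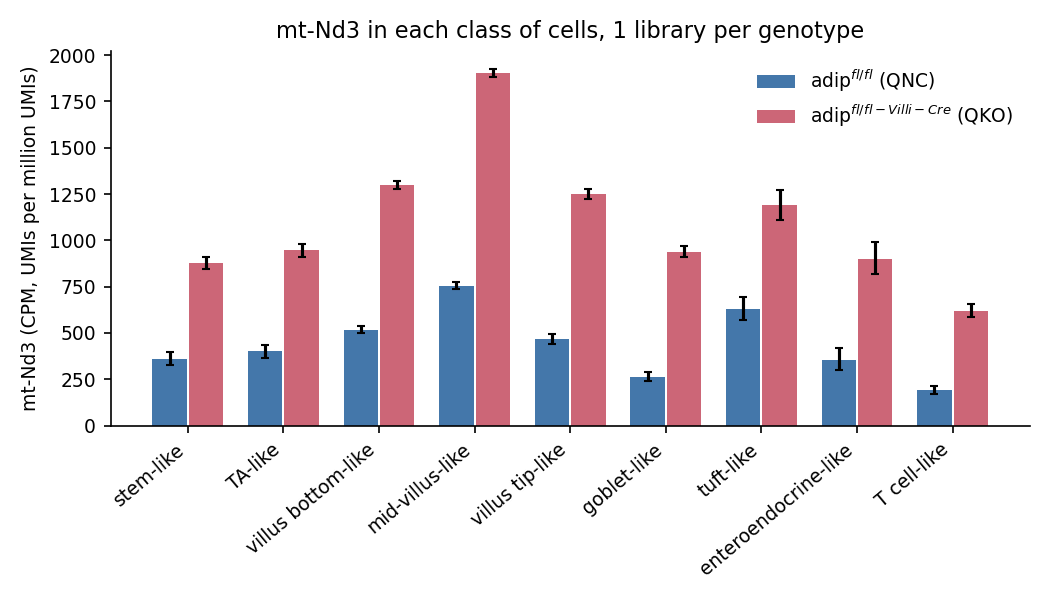
Level of mt-Nd3 in CPM of the class total, by cell class, in the library of adip fl/fl mice and the library of adip fl/fl‐Villi‐Cre mice. Bars start at 0 and give levels, and whiskers are exact Poisson 95% intervals of the counts, which cover counting error only. The level was higher in adip fl/fl‐Villi‐Cre mice in every class shown, with 361 and 877 in stem-like cells.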

Notably, stem cells from *adip* ^*fl/fl‐Villi‐Cre*^ mice exhibited elevated expression of stem cell marker genes (e.g., mt‐Nd3, *agr2*, and *apoa1*) (Figure 4i,j). KEGG pathway enrichment analysis further revealed enhanced proliferative and metabolic activity in these stem cells, characterized by upregulation of PI3K‐Akt–mTOR, Wnt, and Hippo signaling pathways, along with key metabolic pathways (Figure 4k,l). These findings suggest a diminished AMPK‐mediated suppression of these signaling cascades in the absence of adiponectin. Similarly, TA cells from *adip* ^*fl/fl‐Villi‐Cre*^ mice displayed not only increased expression of TA marker genes (mt‐Nd3, *sec61g*) but also activation of PI3K‐Akt–mTOR and cGMP‐PKG signaling pathways (Figure S5), both of which play pivotal roles in maintaining cellular homeostasis [46, 47]. Thus, our results demonstrate that adiponectin regulates gut crypt cell development via adipoR1, primarily through AMPK‐dependent suppression of key signaling pathways such as PI3K‐Akt–mTOR.

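Pathway genes were examined with lists of core members written by hand, since KEGG's own sets were not used here. The lists give transcript levels. The paper also shows phosphorylated PI3K, AKT and mTOR by immunoblot of isolated ileum crypts, which transcript levels do not measure. For each list, the median log2 fold between the genotypes was compared with 10000 random lists of the same size and matched mean expression, a description of these 2 libraries and not a test. In stem-like cells, where 8456 genes had at least 10 CPM, the PI3K-Akt-mTOR list (43 genes) had a median log2 fold of -0.05, at percentile 21.3 of the random lists, with 21 genes higher in adip fl/fl‐Villi‐Cre mice. The Wnt list (35 genes) had a median of 0.08 at percentile 96.6, with 20 genes higher. The Hippo list (38 genes) had a median of -0.01 at percentile 54.3, with 19 genes higher. With a minimum of 50 CPM, the medians were 0.01 for PI3K-Akt-mTOR, -0.01 for Wnt and 0.07 for Hippo, at percentiles 61.6, 46.0 and 95.4. A list of 28 proliferation genes had a median of -0.24, below all of the random lists, and 10 of the 28 genes were higher in adip fl/fl‐Villi‐Cre mice. Mki67 itself fell from 408 to 275 CPM in stem-like cells, a fold of 0.674 (0.598 to 0.760).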

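In TA-like cells, mt-Nd3 rose from 400 to 946 CPM, a fold of 2.36 (2.15 to 2.60). Among cells with at most 1 of the goblet transcripts Muc2, Fcgbp, Zg16 and Clca1, 19 from adip fl/fl mice and 11 from adip fl/fl‐Villi‐Cre mice, its fold was 1.23 (0.953 to 1.59), in a set selected by transcripts that were themselves higher in adip fl/fl‐Villi‐Cre mice. Sec61g, which encodes a subunit of the protein translocon, rose from 54.7 to 119 CPM, a fold of 2.18 (1.69 to 2.84). It stayed between 1.70-fold and 2.35-fold over 13 alternative settings. In T cell-like cells of the same libraries Sec61g rose 1.67-fold, from 52.7 to 88.1. The PI3K-Akt-mTOR list (42 genes in TA-like cells) had a median log2 fold of -0.05 at percentile 36.4 of its random lists, with 18 genes higher in adip fl/fl‐Villi‐Cre mice, and the cGMP-PKG list (32 genes) a median of -0.01 at percentile 65.5, with 15 genes higher. In the villus bottom-like cluster, taken as TA cells in a setting chosen after the values were seen, the cGMP-PKG median was 0.11 at percentile 99.9. The genes with the largest rise among 3727 over the minimum level were Clca1, Gzma, Spink4, Tff3 and Muc2, of goblet cells and T cells. Clca1 rose 23.4-fold (7.85 to 115) from 3 to 148 UMIs, and Spink4 17.4-fold (9.08 to 38.5). Slc28a3, Ide, 2300009A05Rik and Bche were among the genes with the largest falls. Ide was lower in T cell-like cells too, at 0.388-fold (0.309 to 0.484).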

### 3.5 Adiponectin Deficiency in Paneth Cells Promotes Development of Gut Organoids

To further elucidate the function of adiponectin derived from gut PCs, we established an intestinal organoid culture system [4]. Intriguingly, organoids generated from adip^fl/fl‐Villi‐Cre^ mice displayed accelerated growth kinetics compared to control adip^fl/fl^ organoids, with both crypt domain size and overall organoid circumference showing significant expansion (Figure 5a,b). Comprehensive transcriptomic profiling (RNA‐Seq) and subsequent qRT‐PCR validation demonstrated substantial upregulation of Lgr5^+^ stem cell markers (including lgr5, TNFrsf19, mycl, lyz1, ascl2, and olfm4 [37]) in adip^fl/fl‐Villi‐Cre^ organoids relative to controls (Figure 5c,d). Notably, expression of both adiponectin receptors (adipoR1 and adipoR2) was confirmed in these organoids (RNA‐seq data deposited in GSE269692). Consistent with the molecular signature, immunohistochemical analysis revealed a pronounced increase in both Lgr5^+^ ISCs, the fundamental units of the crypt niche responsible for self‐renewal and generation of TA progenitors [48] and proliferative cells in adip^fl/fl‐Villi‐Cre^ organoids (Figure 5e,f). These collective findings strongly suggest an inhibitory role of adiponectin in intestinal organoid development. We also observed significant downregulation of AMPK signaling coupled with elevated β‐catenin levels, a master regulator of stem cell proliferation and differentiation in adip^fl/fl‐Villi‐Cre^ organoids (Figure 5g,h), providing compelling evidence that PC‐derived adiponectin serves as a negative regulator of intestinal stem cell renewal and differentiation.

**FIGURE 5:**
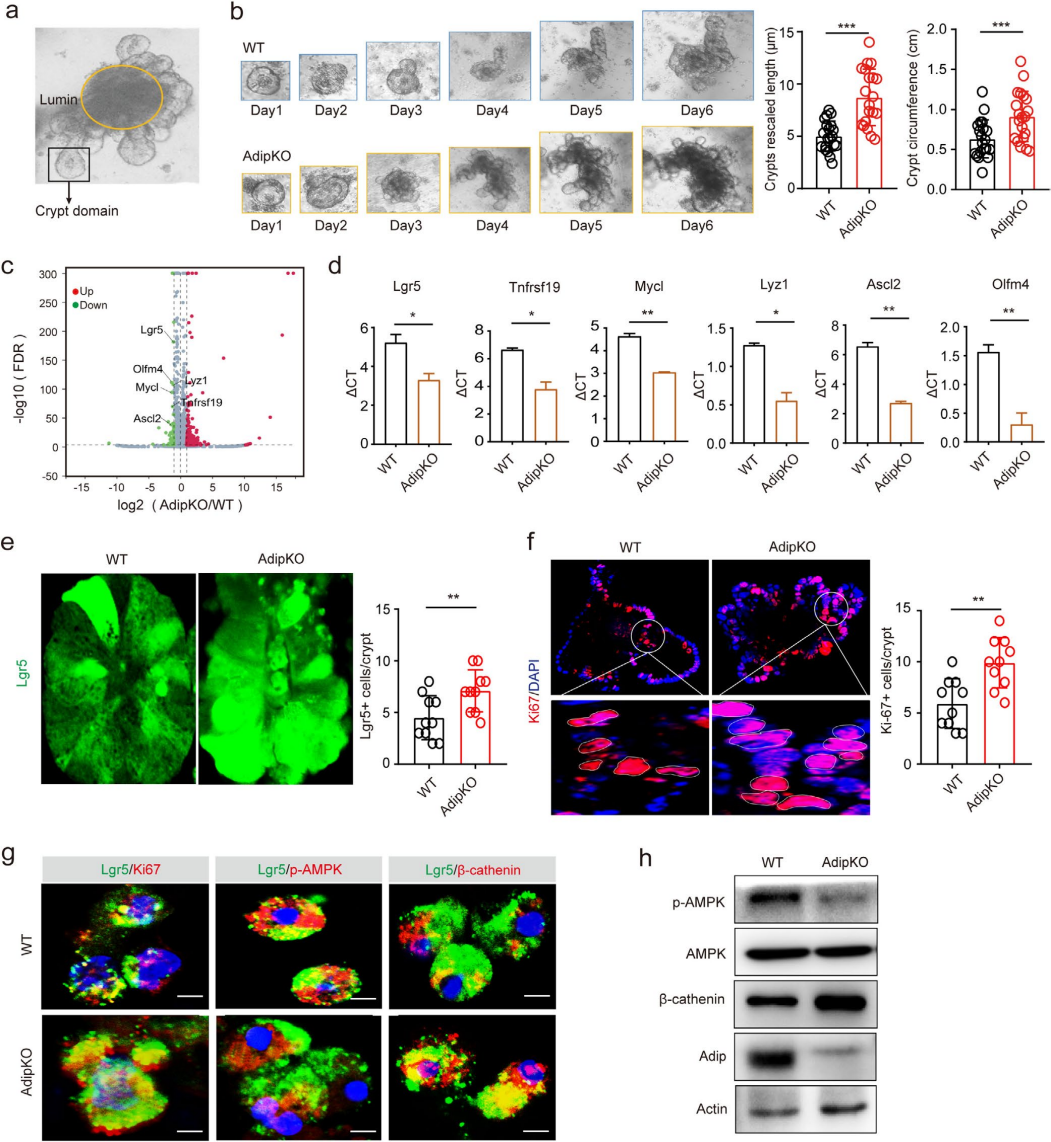
Adiponectin deficiency promotes gut organoid development. (a) A schematic illustration showing the structure of the intestinal organoids. (b) Typical bright view of in vitro cultured intestinal organoids of adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice on day 1, day 2, day 3, day 4, day 5, and day 6. Crypt domains and circumference of per organoids were assessed. *n* = 20 organoids. (c) Volcano plot of the expression of differential genes. The data from RNA‐seq of the intestinal organoids from adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice. (d) qRT‐PCR of lgr5, tnfrsf19, mycl, lyz1, ascl2, and olfm4 in intestinal organoids of adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice. (e) Immunostaining of Lgr5 (green) in in vitro cultured gut organoids of adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice at day 6. *n* = 10 crypts. (f) Immunostaining of Ki67 (red) in in vitro cultured gut organoids of adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice at day 6, DAPI, nuclei (blue); *n* = 10 crypts; (g) Immunostaining of Lgr5/ki67, Lgr5/P‐AMPK, and Lgr5/β‐catenin in the isolated cells from in vitro cultured intestinal organoids of adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice. (h) Immunoblotting of p‐AMPK, AMPK, β‐catenin, and adiponectin in the in vitro cultured intestinal organoids of adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice. Student's *t*‐test, mean ± SD. *p < 0.05, **p < 0.05, ***p < 0.05.

### 3.6 IAA Downregulates Adiponectin Expression

Gut microbiota regulate intestinal epithelial cell regeneration and proliferation [49]. To determine whether adiponectin‐mediated suppression of epithelial renewal and differentiation depends on the microbiota, we first examined proliferative activity and differentiation status in germ‐free (GF) mice. Notably, no differences were observed between adip^fl/fl‐Villi‐Cre^ and control adip^fl/fl^ GF mice (Figure S6), suggesting that adiponectin deficiency driven alterations in gut stem cell development require gut microbiota. Intriguingly, we discovered that IAA, a metabolite produced by Lactobacillus, suppresses adiponectin expression (Figure 6a–c). Furthermore, IAA enhanced the proliferation of gut organoids derived from adip^fl/fl^ mice but not those from adip^fl/fl‐Villi‐Cre^ mice (Figure 6d), indicating that IAA's proliferative effects are adiponectin‐dependent. Supporting this mechanism, IAA exposure significantly reduced phospho‐AMPK (p‐AMPK) and increased β‐catenin levels in adip^fl/fl^ organoids, but not in adip^fl/fl‐Villi‐Cre^ organoids (Figure 6e,f), further confirming that IAA acts through adiponectin signaling.

**FIGURE 6:**
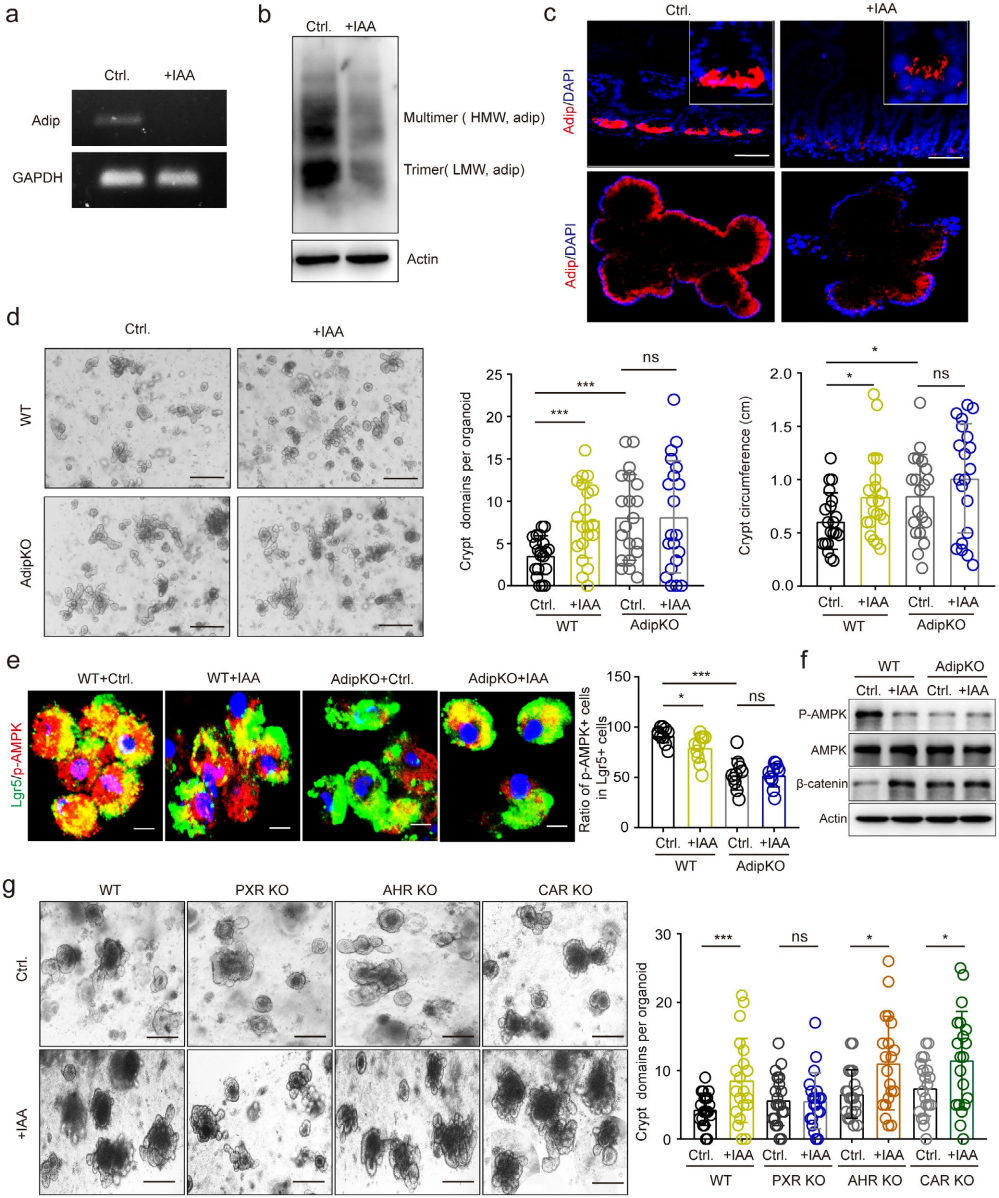
IAA downregulates the expression of adiponectin. (a) qRT‐PCR of adiponectin (Adip) in in vitro cultured gut organoids of mice with(+IAA) or without (Ctr.) IAA treatment. (b) Immunoblot of adiponectin (Adip) in in vitro cultured gut organoids of mice with(+IAA) or without (Ctr.) IAA treatment. HMW, high molecular weight; LMW, low molecular weight; Actin as the loading control. (c) Immunostaining of adiponectin (Adip) in the intestinal tissues of mice with or without IAA administration (upper) and in in vitro culture intestinal organoids (lower). Scale bar = 45 μm. (d) Bright views in in vitro cultured gut organoids from adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) mice with (+IAA) or without (Ctr.) IAA. Crypt domains and circumference per organoid were assessed. *n* = 20 organoids; Scale bar = 50 μm; (e) Immunostaining of Lgr5/P‐AMPK in the isolated cells from in vitro cultured gut organoids from adip^fl/fl‐Villi‐CreT^ (AdipKO) and adip^fl/fl^ (WT) mice with (+IAA) or without (Ctr.) IAA treatment. DAPI, blue. *n* = 20 organoids; Scale bar = 10 μm; (f) Immunoblotting of p‐AMPK, AMPK, and β‐catenin in the isolated lgr5^+^cells from in vitro cultured gut organoids from adip^fl/fl‐Villi‐Cre^ (AdipKO) and dip^fl/fl^ (WT) mice with (+IAA) or without (Ctr.) IAA treatment. (g) Bright views in in vitro cultured gut organoids of WT, PXR KO (PXRKO), AHR KO (AHRKO), or CAR KO (CARKO) mice with (+IAA) or without (Ctr.) IAA treatment. Crypt domains per organoid were assessed; *n* = 20 organoids; Scale bar = 25 μm; Student's *t*‐test, mean ± SD. *p < 0.05, ***p < 0.05; Ns, no significance.

Previous studies have identified IAA as a potent bioactive metabolite capable of activating key nuclear receptors including pregnane X receptor (PXR), constitutive androstane receptor (CAR), and aryl hydrocarbon receptor (AHR) [50, 51]. To elucidate the potential involvement of these transcription factors in IAA‐mediated adiponectin regulation, we established intestinal organoid cultures from wild‐type (WT), AHR knockout (KO), PXR KO, and CAR KO mice. Notably, IAA treatment failed to stimulate organoid growth in PXR‐deficient cultures (Figure 6g), demonstrating that PXR activation is indispensable for IAA's proliferative effects in gut organoids. These findings collectively suggest that IAA downregulates adiponectin expression through a PXR‐dependent mechanism.

### 3.7 IAA Promotes the Renewal and Differentiation of Gut Stem Cells

To further elucidate the effects of IAA on adiponectin‐mediated inhibition of stem cell renewal and proliferation, we first examined wild‐type mice treated with or without IAA. Our observations revealed that IAA‐administered mice exhibited significantly smaller intestinal crypts compared to control mice (Figure 7a,b). Molecular analysis demonstrated upregulated expression of mt‐Nd3, agr2, and apoal in the ileum crypts of IAA‐treated mice (Figure 7c). Furthermore, the ileum crypts from IAA‐treated WT mice showed markedly reduced p‐AMPK levels and increased β‐catenin expression compared to untreated controls (Figure 7d). To specifically assess IAA's role, we used a mutant strain of *Lactobacillus reuteri* ( *L. reuteri* ^δiaam^) that lacks IAA production capability [28]. Intriguingly, mice colonized with *L. reuteri* ^δiaam^ developed smaller crypts than those receiving wild‐type *L. reuteri* (Figure 7e). Notably, wild‐type *L. reuteri* administration resulted in crypt enlargement compared to untreated mice (Figure S7a). Immunohistochemical analysis revealed significantly more Ki67^+^ proliferative cells in the gut epithelium of wild‐type *L. reuteri* –treated mice, but not in those receiving the mutant strain (Figure 7f). To investigate the potential involvement of the PXR pathway, we examined PXR knockout mice. Interestingly, *L. reuteri* administration failed to induce significant crypt changes in PXR KO mice (Figure S7b), suggesting PXR's essential role in this process. Using Lgr5EGFP‐IRES‐creERT2 reporter mice [52, 53] to track ISCs, we observed substantial increases in Lgr5^+^ stem cell populations following IAA or wild‐type *L. reuteri* treatment, but not with *L. reuteri* ^δiaam^ (Figure 7g,h). These findings collectively demonstrate that gut microbiota‐derived IAA promotes crypt cell enrichment through an adiponectin‐dependent mechanism.

**FIGURE 7:**
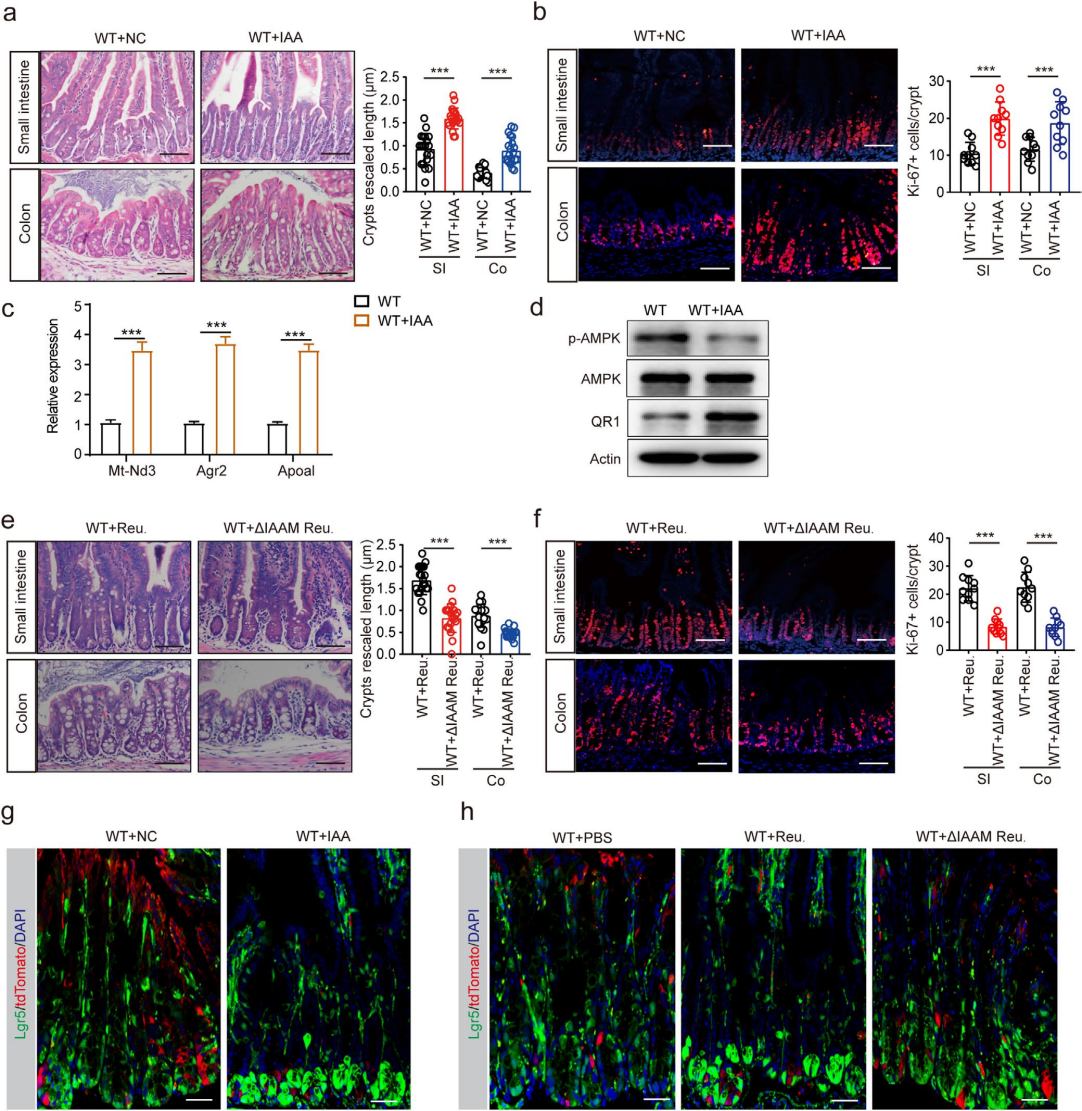
IAA promotes proliferation and differentiation of gut stem cells. (a) H&E staining of the small intestine (SI) and colon tissues (Co) of mice administered with (WT IAA) or without IAA (WT NC). *n* = 98 crypts from 5 mice per group. Scale bar = 45 μm; (b) Immunostaining of Ki67 in the small intestine (SI) and colon (Co) tissues of mice administered with (WT IAA) or without IAA (WT NC). *n* = 65 crypt‐villi units from 5 mice per group. Scale bar = 45 μm. (c) QRT‐PCR of mt‐Nd3, agr2, and apoal in the isolated ileum crypts of mice with or without IAA treatment. (d) Immunoblotting of p‐AMPK, AMPK, and β‐catenin in the isolated ileum crypts of mice with or without IAA treatment. (e) H&E staining of the small intestine (SI) and colon (Co) tissues of mice orally administered with *L. reuteri* (WT+ Reu.) or *L. reuteri* ^△iaaM^ (WT + △iaaM Reu.). *n* = 90 crypts from 5 mice per group. Scale bar = 45 μm; (f) Immunostaining of Ki67 in the small intestine (SI) and colon (Co) tissues of mice orally administered with *L. reuteri* (WT + Reu.) or *L. reuteri* ^△iaaM^ (WT + △iaaM Reu.). *n* = 70 crypt‐villi units from 5 mice per group. Scale bar = 45 μm. (g) GFP^+^ intestinal stem cells at the base of crypt in the intestine of Lgr5‐EGFP‐IRES‐CreERT2 (Lgr5‐GFP) mice administered with (+IAA) or without IAA (NC); Scale bar = 45 μm. (h) GFP^+^ intestinal stem cells at the base of crypt in the intestine of Lgr5‐EGFP‐IRES‐CreERT2 (Lgr5‐GFP) mice treated with *L. reuteri* (+Reu.) or *L. reuteri* ^△iaaM^ (+△iaaM Reu.); NC, Lgr5‐EGFP‐IRES‐CreERT2 (Lgr5‐GFP) mice administrated with PBS; DAPI for cell nuclei (blue). One typical representative of 6 mice; Scale bar = 45 μm. Student's *t*‐test in c, mean ± SD; Mann–Whitney U test in a, b, e, and f. ***p < 0.05.

## 4 Discussion

Here, we reveal a critical role of PC‐derived adiponectin in regulating intestinal stem cell renewal and differentiation to maintain gut epithelial homeostasis. Importantly, we identify IAA, a gut microbiota‐derived metabolite, as a key modulator of adiponectin expression in PCs. Together, our findings delineate a previously unrecognized gut microbiota‐Paneth cell‐intestinal stem cell axis that is fundamental for proper epithelial renewal and homeostasis in the intestinal tract.

We demonstrate that adiponectin, secreted by PCs residing at the base of intestinal crypts, serves as a key regulator that suppresses the proliferation and differentiation of ISCs, thereby maintaining epithelial homeostasis in the gut. In both the small intestine and colon, PCs form the essential niche microenvironment for Lgr5^+^ stem cells within the crypts [5]. While these specialized cells are well known for promoting ISC renewal and differentiation through niche factors like Wnt3 [5], our findings reveal their equally crucial role in constraining excessive stem cell proliferation. These regulatory functions position PCs as central players in orchestrating the delicate balance between stem cell maintenance and differentiation that underpins gut epithelial homeostasis.

PC‐derived adiponectin suppresses ISC regeneration, proliferation, and differentiation via the AMPK pathway, thereby inhibiting key signaling systems that regulate ISC self‐renewal and multipotency [12, 54]. In line with this suppression, adip^fl/fl‐Villi‐Cre^ mice exhibit compensatory upregulation of multiple signaling pathways in stem and TA cells. Notably, the PI3K/Akt/mTOR pathway, a central regulator of ISC stemness maintenance, proliferation, differentiation, epithelial‐to‐mesenchymal transition (EMT), migration, and autophagy [55] is enhanced. This pathway plays a critical role in ISC‐mediated epithelial regeneration and repair [56] and interacts with several other cascades, including androgen receptor (AR), MAPK, and Wnt signaling [57]. 

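For the Wnt list in TA-like cells, 29 genes could be measured, of which 12 were higher in adip fl/fl‐Villi‐Cre mice, and the median log2 fold was -0.04 at percentile 36.0 of the random lists. In stem-like cells Lgr5 is itself a target of Wnt signaling and a marker of the class. It was at 11.6 CPM in adip fl/fl mice (12 UMIs) and 30.5 in adip fl/fl‐Villi‐Cre mice (86 UMIs), a fold of 2.63 (1.43 to 5.30). After thinning to 2000 UMIs it was detected in 2 of 41 and 7 of 118 of these cells. That ratio of 1.22 (0.232 to 12.0) lay within counting error.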

Wnt/β‐catenin signaling, the primary activator of ISCs [58], is also elevated in the stem and TA cells of these mice. This pathway drives cyclin D1 expression and cell cycle activation, and its stimulation can restore epithelial regeneration [59]. Furthermore, these cells display upregulated metabolic pathways, consistent with AMPK's role as a master regulator of cellular energy homeostasis [60]. 

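Metabolic genes were examined in the same way. For 73 nuclear genes of oxidative phosphorylation, the median log2 fold in adip fl/fl‐Villi‐Cre mice was -0.03 in stem-like cells (percentile 17.8, 23 genes higher) and -0.08 in TA-like cells (percentile 0.385, 21 genes higher). For the 13 protein-coding mitochondrial genes it was 0.14 in stem-like cells (percentile 99.3) and 0.16 in TA-like cells (percentile 99.6), with 10 of the 13 higher in each class. In the TA-like cells with at most 1 of Muc2, Fcgbp, Zg16 and Clca1 detected, 19 of 45 and 11 of 109, both medians had the other sign, 0.038 and -0.59, but this set is selected by transcripts that themselves differed between the genotypes. For 13 genes of glycolysis it was -0.05 in stem-like cells (percentile 24.5) and -0.08 in TA-like cells (percentile 13.8). With the villus bottom-like cluster taken as TA cells, a setting chosen after the values were seen, the medians were -0.042 for the mitochondrial and 0.028 for the glycolysis genes.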

Intriguingly, ISC maintenance can persist even in the absence of PCs [61, 62], suggesting alternative mechanisms for stem cell regulation.

Our findings further demonstrate that gut microbiota‐derived IAA, produced by *L. reuteri* , enhances ISC enrichment and proliferation by suppressing adiponectin expression in PCs. The gut microbiota plays a pivotal role in maintaining intestinal epithelial homeostasis, with accumulating evidence highlighting the interplay between microbial metabolites and IEC development. Key metabolites, including bile acids, short‐chain fatty acids (SCFAs), tryptophan derivatives, and lactate, have been shown to promote ISC‐driven epithelial regeneration [63, 64, 65]. Indole and its microbial metabolites also exhibit protective effects against gut injury [66]. The exogenous IAA administration has been reported to alleviate intestinal ischemia/reperfusion damage [67].

Since gut microbiota‐derived indole‐3‐acetic acid (IAA) can downregulate adiponectin expression in Paneth cells, thereby promoting intestinal stem cell (ISC) renewal and proliferation, enhancing intestinal epithelial repair in patients with conditions such as inflammatory bowel disease (IBD) may be achieved through two potential therapeutic strategies: modulating the gut microbiota or directly targeting adiponectin in Paneth cells.

## Author Contributions

R.Y. designed the research and wrote the paper; H.L. conducted in vivo experiments; X.S. conducted in vitro culture organoid; J.W. analyzed data and conducted some in vivo and in vitro experiments; M.J. conducted some in vitro experiments; Y.Z. offered assistance for the animal experiments. All authors read and approved the final manuscript.

## Ethics Statement

The animal study protocol was approved by the Institutional Animal Care and Use Committee of Nankai University (protocol code NK2020121 and date of approval December 1, 2020).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Expression of adiponectin in the bottom of crypts. Immunostaining of adiponectin (Adip)/lysozyme, and adiponectin (Adip)/Lgr5 in the small intestinal (SI) (a) and colonic (Co) (b) tissues of adip^fl/fl‐Villi‐Cre^ (Ad KO) and adip^fl/fl^ (WT) mice. Scale bar = 45 μm.
**Figure S2:** Identification of different ileum cell clusters in adip^fl/fl‐Villi‐Cre^ (QKO) and adip^fl/fl^ (QNC) mice. (a) UMAP of ileum cell clusters in adip^fl/fl‐Villi‐Cre^ (QKO) and adip^fl/fl^ (QNC) mice; (b) Gene expression in different ileum cell clusters of adip^fl/fl‐Villi‐Cre^ (QKO) and adip^fl/fl^ (QNC) mice.
**Figure S3:** Expression of adipR1 and adipR2 in the intestinal stem cells. Slides of intestine and colon tissues were stained using anti‐adipR1 (Red)/LGR5 (Green) or anti‐adipR2 (Red)/LGR5 (Green) antibody. Scale bar = 45 μm.
**Figure S4:** Proliferation of gut stem and TA cells in AdipR1 KO and WT mice. H/E staining in duodenum (Duo), jejunum (Jej), and ileum (Ileum) (a) and in proximal colon (PC), middle colon (MC), and distal colon (DC) (b) of AdipR1 KO and WT mice; Crypt rescaled length was analyzed; *n* = 105 crypts in 5 mice. Ki67 staining in duodenum (Duo), jejunum (Jej), and ileum (ileu) (a) and in proximal colon (PC), middle colon (MC), and distal colon (DC) (b) of AdipR1 KO and WT mice; Ki67+ cells were analyzed; *n* = 66 crypt‐villus units in 5 mice. Mann–Whitney U test; *p < 0.05, **p < 0.05, ***p < 0.05; Scale bar = 45 μm.
**Figure S5:** Single‐cell transcription analyses of TA cluster. (a) Gene expression of ileum TA cluster in adip^fl/fl‐Villi‐Cre^ (QKO) and adip^fl/fl^ (QNC) mice; (b) KEGG analyses of intestinal TA cluster in adip^fl/fl‐Villi‐Cre^ (QKO) and adip^fl/fl^ (QNC) mice.
**Figure S6:** Proliferation of gut stem and TA cells in newborn germ‐free mice. (a) H/E (upper) and Ki67 (lower) staining in duodenum (Duo), jejunum (jej), and ileum (ileum) of newborn adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) germ‐free mice. Crypt rescaled high and Ki67^+^ cells were analyzed; *n* = 88 crypts for crypt rescaled length in 5 mice; *n* = 60 crypt‐villus units for Ki67 cells in 5 mice. (b) H/E (upper) and Ki67 (lower) staining in proximal colon (PC), middle colon (MC), and distal colon (DC) of newborn adip^fl/fl‐Villi‐Cre^ (AdipKO) and adip^fl/fl^ (WT) germ‐free mice. Crypt rescaled length and Ki67^+^ cells were analyzed. *n* = 108 crypts for crypt rescaled length in 5 mice; *n* = 65 crypt‐villus units for Ki67 cells in 5 mice. Scale bar = 45 μm；
Mann–Whitney U test; Ns, no significance.
**Figure S7:** Proliferation of gut stem and TA cells in mice orally administered with or without *L. reuteri* . (a) H/E staining in duodenum (Duo), jejunum (Jej), and ileum (Ileu, upper) and in proximal colon (PC), middle colon (MC), and distal colon (DC) of mice with (+LAC) or without *L. reuteri* . Crypt rescaled high were analyzed. *n* = 102 crypts for crypt rescaled length in 5 mice. (b) H/E staining in duodenum (Duo), jejunum (Jej) and ileum (Ileu, upper) and in proximal colon (PC), middle colon (MC), and distal colon (DC) of PXR KO (PXRKO) mice with (PXRKO+LAC) or without *L. reuteri* . Crypt rescaled length were analyzed. *n* = 95 crypts for crypt rescaled length in 5 mice. Scale bar = 45 μm;
Mann–Whitney U test; *p < 0.05, **p < 0.05, ***p < 0.05; Ns, no significance.
**Table S1:** Reagents and oligos used in this study.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. GEO accession number: RNA‐seq: GSE269692; sc‐RNA‐seq: GSE270099. All data generated or analyzed during this study are available from the corresponding author on reasonable request.

# Supplementary material for: Adiponectin Regulated by Indole‐3‐Acetic Acid in Paneth Cells Controls Renewal and Differentiation of Gut Stem Cells
**Source:** FASEB J. 2025 Oct 6;39(19):e71101. doi: 10.1096/fj.202501229RR
**Supplement:** Supplementary file 1 — Figure S1: Expression of adiponectin in the bottom of crypts. Immunostaining of adiponectin (Adip)/lysozyme, and adiponectin (Adip)/Lgr5 in the small intestinal (SI) (a) and colonic (Co) (b) tissues of adipfl/fl‐Villi‐Cre (Ad KO) and adipfl/fl (WT) mice. Scale bar = 45 μm. Figure S2: Identification of different ileum cell clusters in adipfl/fl‐Villi‐Cre (QKO) and adipfl/fl (QNC) mice. (a) UMAP of ileum cell clusters in adipfl/fl‐Villi‐Cre (QKO) and adipfl/fl (QNC) mice; (b) Gene expression in different ileum cell clusters of adipfl/fl‐Villi‐Cre (QKO) and adipfl/fl (QNC) mice. Figure S3: Expression of adipR1 and adipR2 in the intestinal stem cells. Slides of intestine and colon tissues were stained using anti‐adipR1 (Red)/LGR5 (Green) or anti‐adipR2 (Red)/LGR5 (Green) antibody. Scale bar = 45 μm. Figure S4: Proliferation of gut stem and TA cells in AdipR1 KO and WT mice. H/E staining in duodenum (Duo), jejunum (Jej), and ileum (Ileum) (a) and in proximal colon (PC), middle colon (MC), and distal colon (DC) (b) of AdipR1 KO and WT mice; Crypt rescaled length was analyzed; n = 105 crypts in 5 mice. Ki67 staining in duodenum (Duo), jejunum (Jej), and ileum (ileu) (a) and in proximal colon (PC), middle colon (MC), and distal colon (DC) (b) of AdipR1 KO and WT mice; Ki67+ cells were analyzed; n = 66 crypt‐villus units in 5 mice. Mann–Whitney U test; *p < 0.05, **p < 0.05, ***p < 0.05; Scale bar = 45 μm. Figure S5: Single‐cell transcription analyses of TA cluster. (a) Gene expression of ileum TA cluster in adipfl/fl‐Villi‐Cre (QKO) and adipfl/fl (QNC) mice; (b) KEGG analyses of intestinal TA cluster in adipfl/fl‐Villi‐Cre (QKO) and adipfl/fl (QNC) mice. Figure S6: Proliferation of gut stem and TA cells in newborn germ‐free mice. (a) H/E (upper) and Ki67 (lower) staining in duodenum (Duo), jejunum (jej), and ileum (ileum) of newborn adipfl/fl‐Villi‐Cre (AdipKO) and adipfl/fl (WT) germ‐free mice. Crypt rescaled high and Ki67+ cells were analyzed; n = 88 crypts for crypt resc

**Adiponectin regulated by indole-3-acetic acid in Paneth cells controls renewal and differentiation of gut stem cells**

Hang Liu^1^, Xiaomin Su^1^, Juanjuan Wang^1^, Mengli Jin^1^, Yuan Zhang^1^ & Rongcun Yang^1,2,3,4^

**
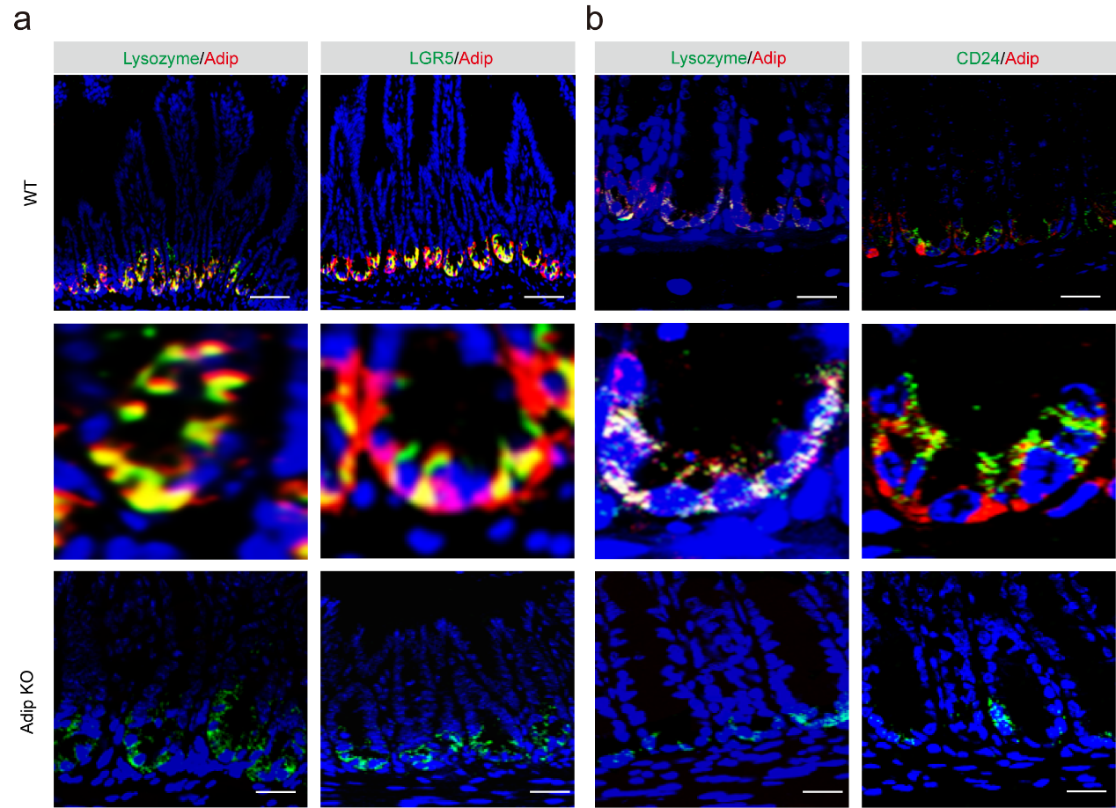
**

FIGURE S1. Expression of adiponectin in the bottom of crypts.

Immunostaining of adiponectin (Adip)/lysozyme, and adiponectin (Adip)/Lgr5 in the small intestinal (SI) (a) and colonic (Co) (b) tissues of **adip^fl/fl-Villi-Cre^** (Ad KO) and adip^fl/fl^ (WT) mice. Scale bar=45 μm.

**
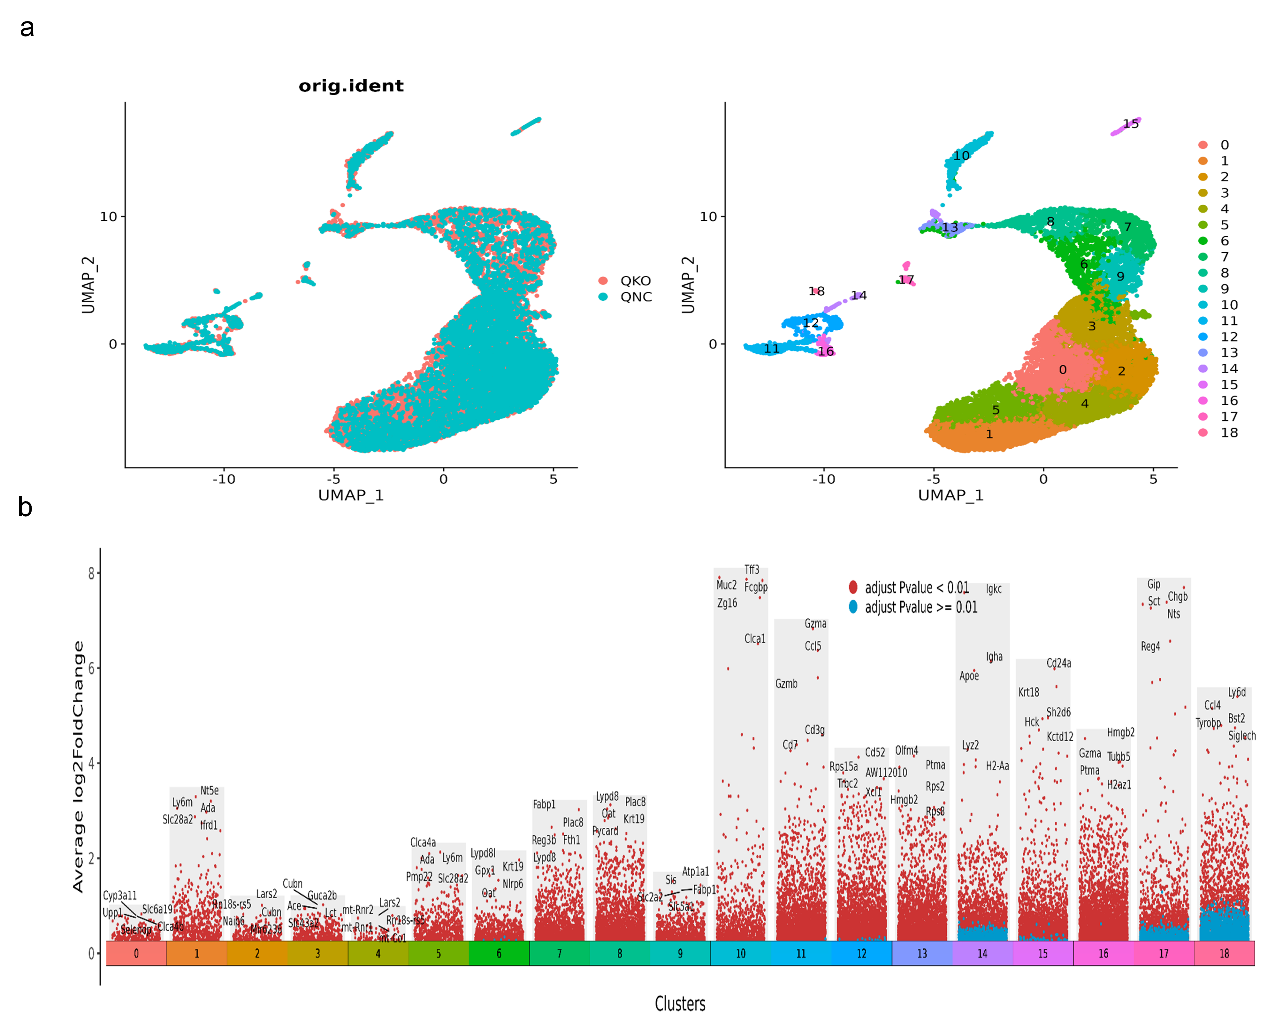
**

FIGURE S2. Identification of different ileum cell clusters in **adip^fl/fl-Villi-Cre^** (QKO) and adip^fl/fl^ (QNC) mice. (a) UMAP of ileum cell clusters in **adip^fl/fl-Villi-Cre^** (QKO) and adip^fl/fl^ (QNC) mice; (b) Gene expression in different ileum cell clusters of **adip^fl/fl-Villi-Cre^** (QKO) and adip^fl/fl^ (QNC) mice.

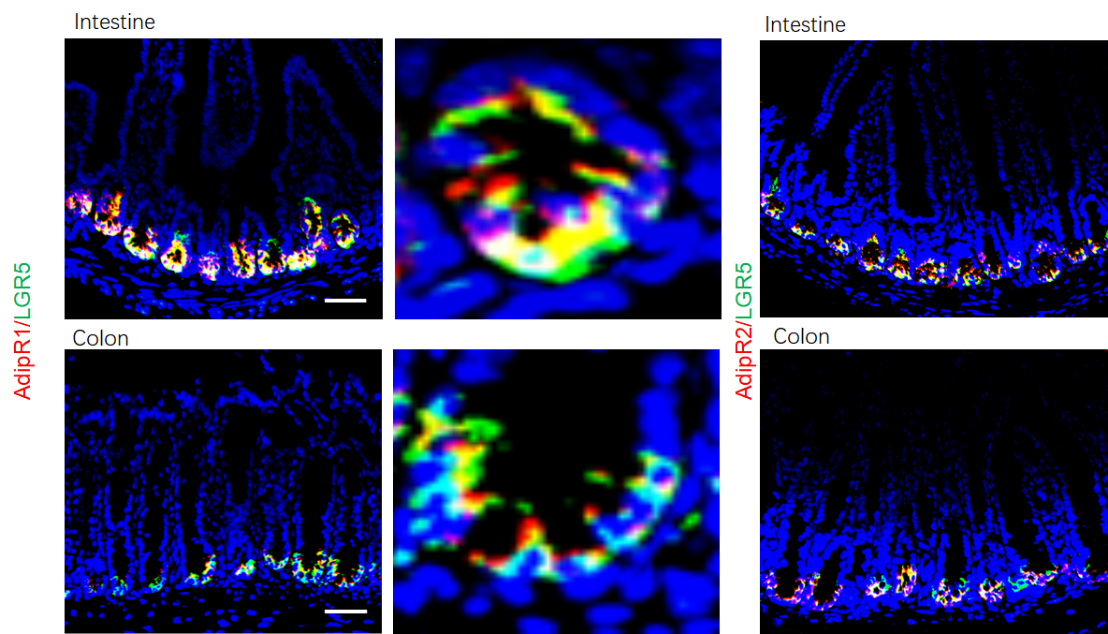

FIGURE S3. Expression of adipR1 and adipR2 in the intestinal stem cells. Slides of intestine and colon tissues were stained using anti-adipR1 (Red)/LGR5 (Green) or anti-adipR2 (Red)/LGR5 (Green) antibody. Scale bar=45 μm.

**
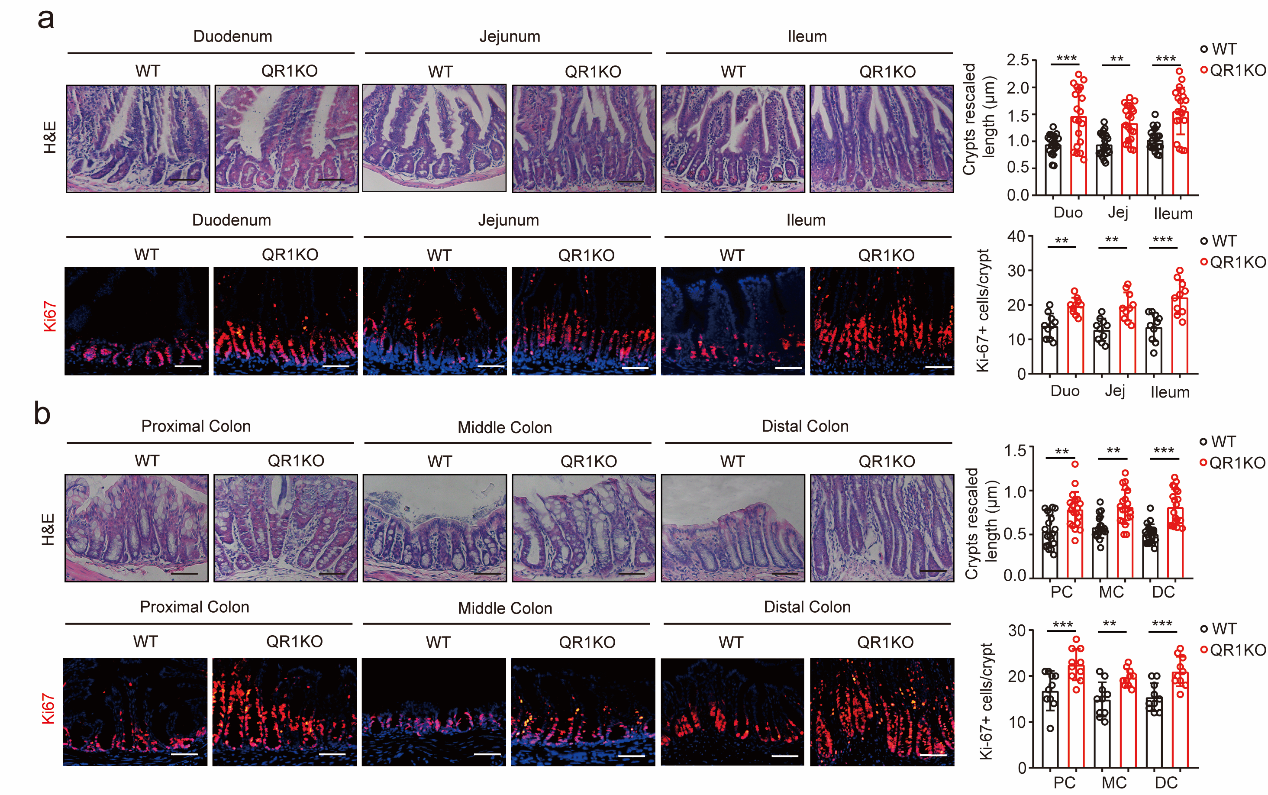
**

FIGURE S4. Proliferation of gut stem and TA cells in AdipR1 KO and WT mice.

H/E staining in duodenum (Duo), jejunum (Jej) and ileum (Ileum) (a) and in proximal colon (PC), middle colon (MC) and distal colon (DC) (b) of AdipR1 KO and WT mice; Crypt rescaled length was analyzed; n=105 crypts in 5 mice. Ki67 staining in duodenum (Duo), jejunum (Jej) and ileum (ileu) (a) and in proximal colon (PC), middle colon (MC) and distal colon (DC) (b) of AdipR1 KO and WT mice; Ki67+ cells were analyzed; n=66 crypt-villus units in 5 mice. Mann–Whitney U test; *p<0.05, **p<0.05, ***p<0.05; Scale bar=45 μm.

**
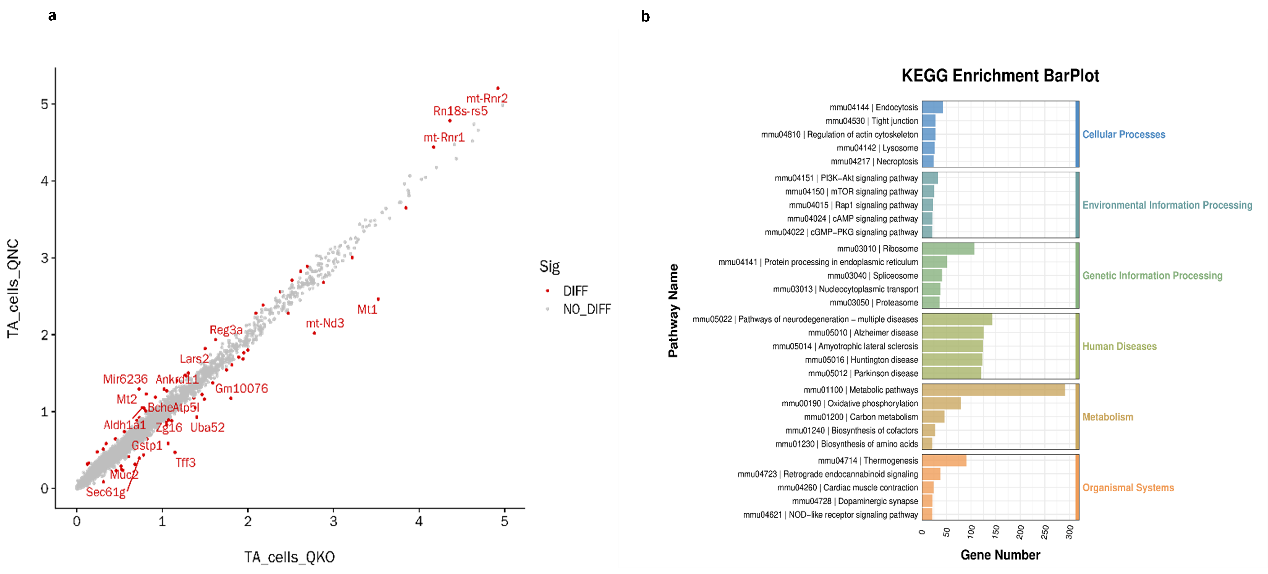
**

FIGURE S5. Single cell transcription analyses of TA cluster.

1. 

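Fig. S5a plots the mean expression of each gene in TA cells of one genotype against that in the other, so that genes off the diagonal differ between the genotypes. Among the genes labelled there, Gstp1 was 1.87-fold (1.41 to 2.51) and Atp5l 1.46-fold as high in TA-like cells from adip fl/fl‐Villi‐Cre mice, and mt-Rnr2 1.23-fold, which became 0.826-fold with the villus bottom-like cluster taken as TA cells, a setting chosen after the values were seen. Aldh1a1 was 0.454-fold (0.293 to 0.701), Bche 0.587-fold, Mt2 0.794-fold, Ankrd11 0.843-fold, Lars2 0.895-fold and mt-Rnr1 0.936-fold as high. Reg3a was 0.858-fold as high (0.673 to 1.10), a difference within counting error. The rises of Gstp1 and Atp5l were not confined to TA-like cells. In T cell-like cells their folds were 1.99 (1.28 to 3.14) and 1.86 (1.54 to 2.25), and in mid-villus-like cells 1.98 and 1.64.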

Gene expression of ileum TA cluster in **adip^fl/fl-Villi-Cre^** (QKO) and adip^fl/fl^ (QNC) mice; (b) KEGG analyses of intestinal TA cluster in **adip^fl/fl-Villi-Cre^** (QKO) and adip^fl/fl^ (QNC) mice.

**
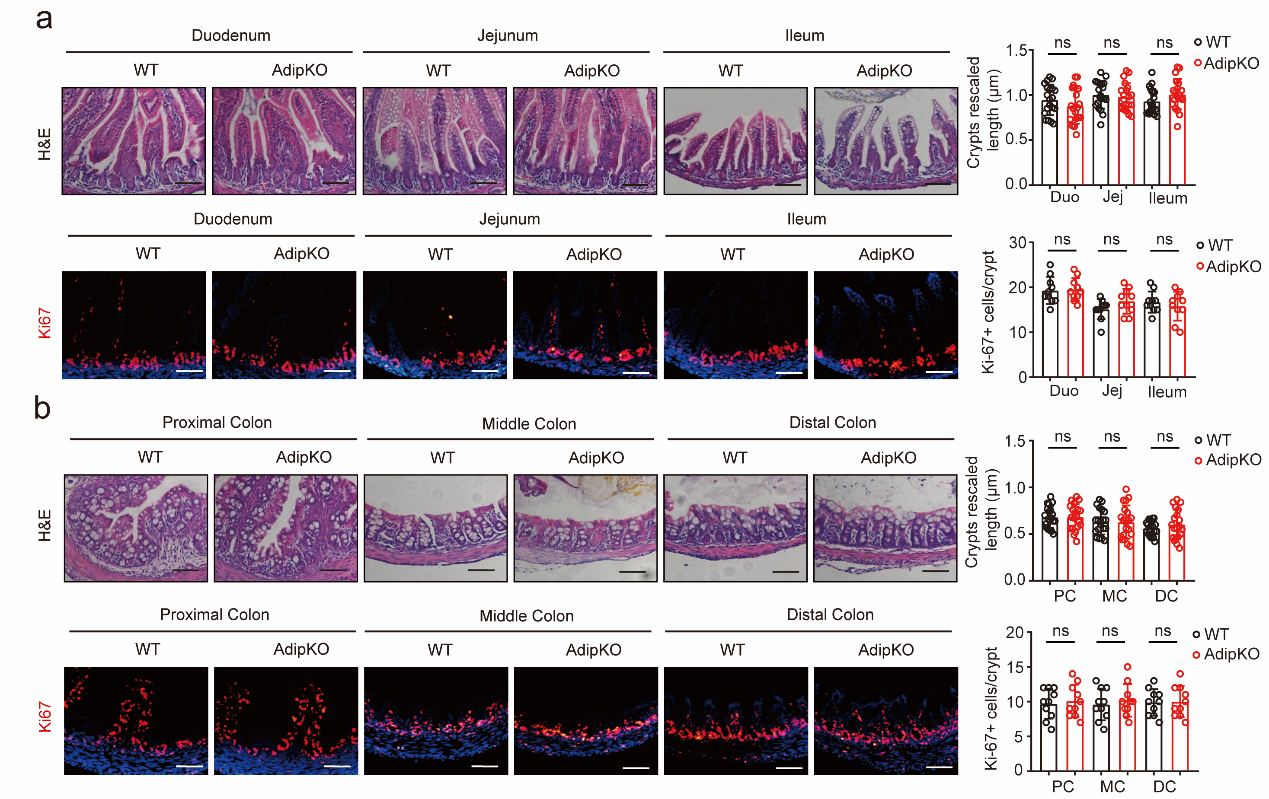
**

FIGURE S6. Proliferation of gut stem and TA cells in new-born germ-free mice.

(a) H/E (upper) and Ki67 (lower) staining in duodenum (Duo), jejunum (jej) and ileum (ileum) of new-born **adip^fl/fl-Villi-Cre^** (AdipKO) and adip^fl/fl^ (WT) germ-free mice. Crypt rescaled high and Ki67^+^ cells were analyzed; n=88 crypts for crypt rescaled length in 5 mice; n=60 crypt-villus units for Ki67 cells in 5 mice. (b) H/E (upper) and Ki67 (lower) staining in proximal colon (PC), middle colon (MC) and distal colon (DC) of new-born **adip^fl/fl-Villi-Cre^** (AdipKO) and adip^fl/fl^ (WT) germ-free mice. Crypt rescaled length and Ki67^+^ cells were analysed. n=108 crypts for crypt rescaled length in 5 mice; n= 65 crypt-villus units for Ki67 cells in 5 mice. Scale bar=45 μm；

Mann–Whitney U test; Ns, no significance.

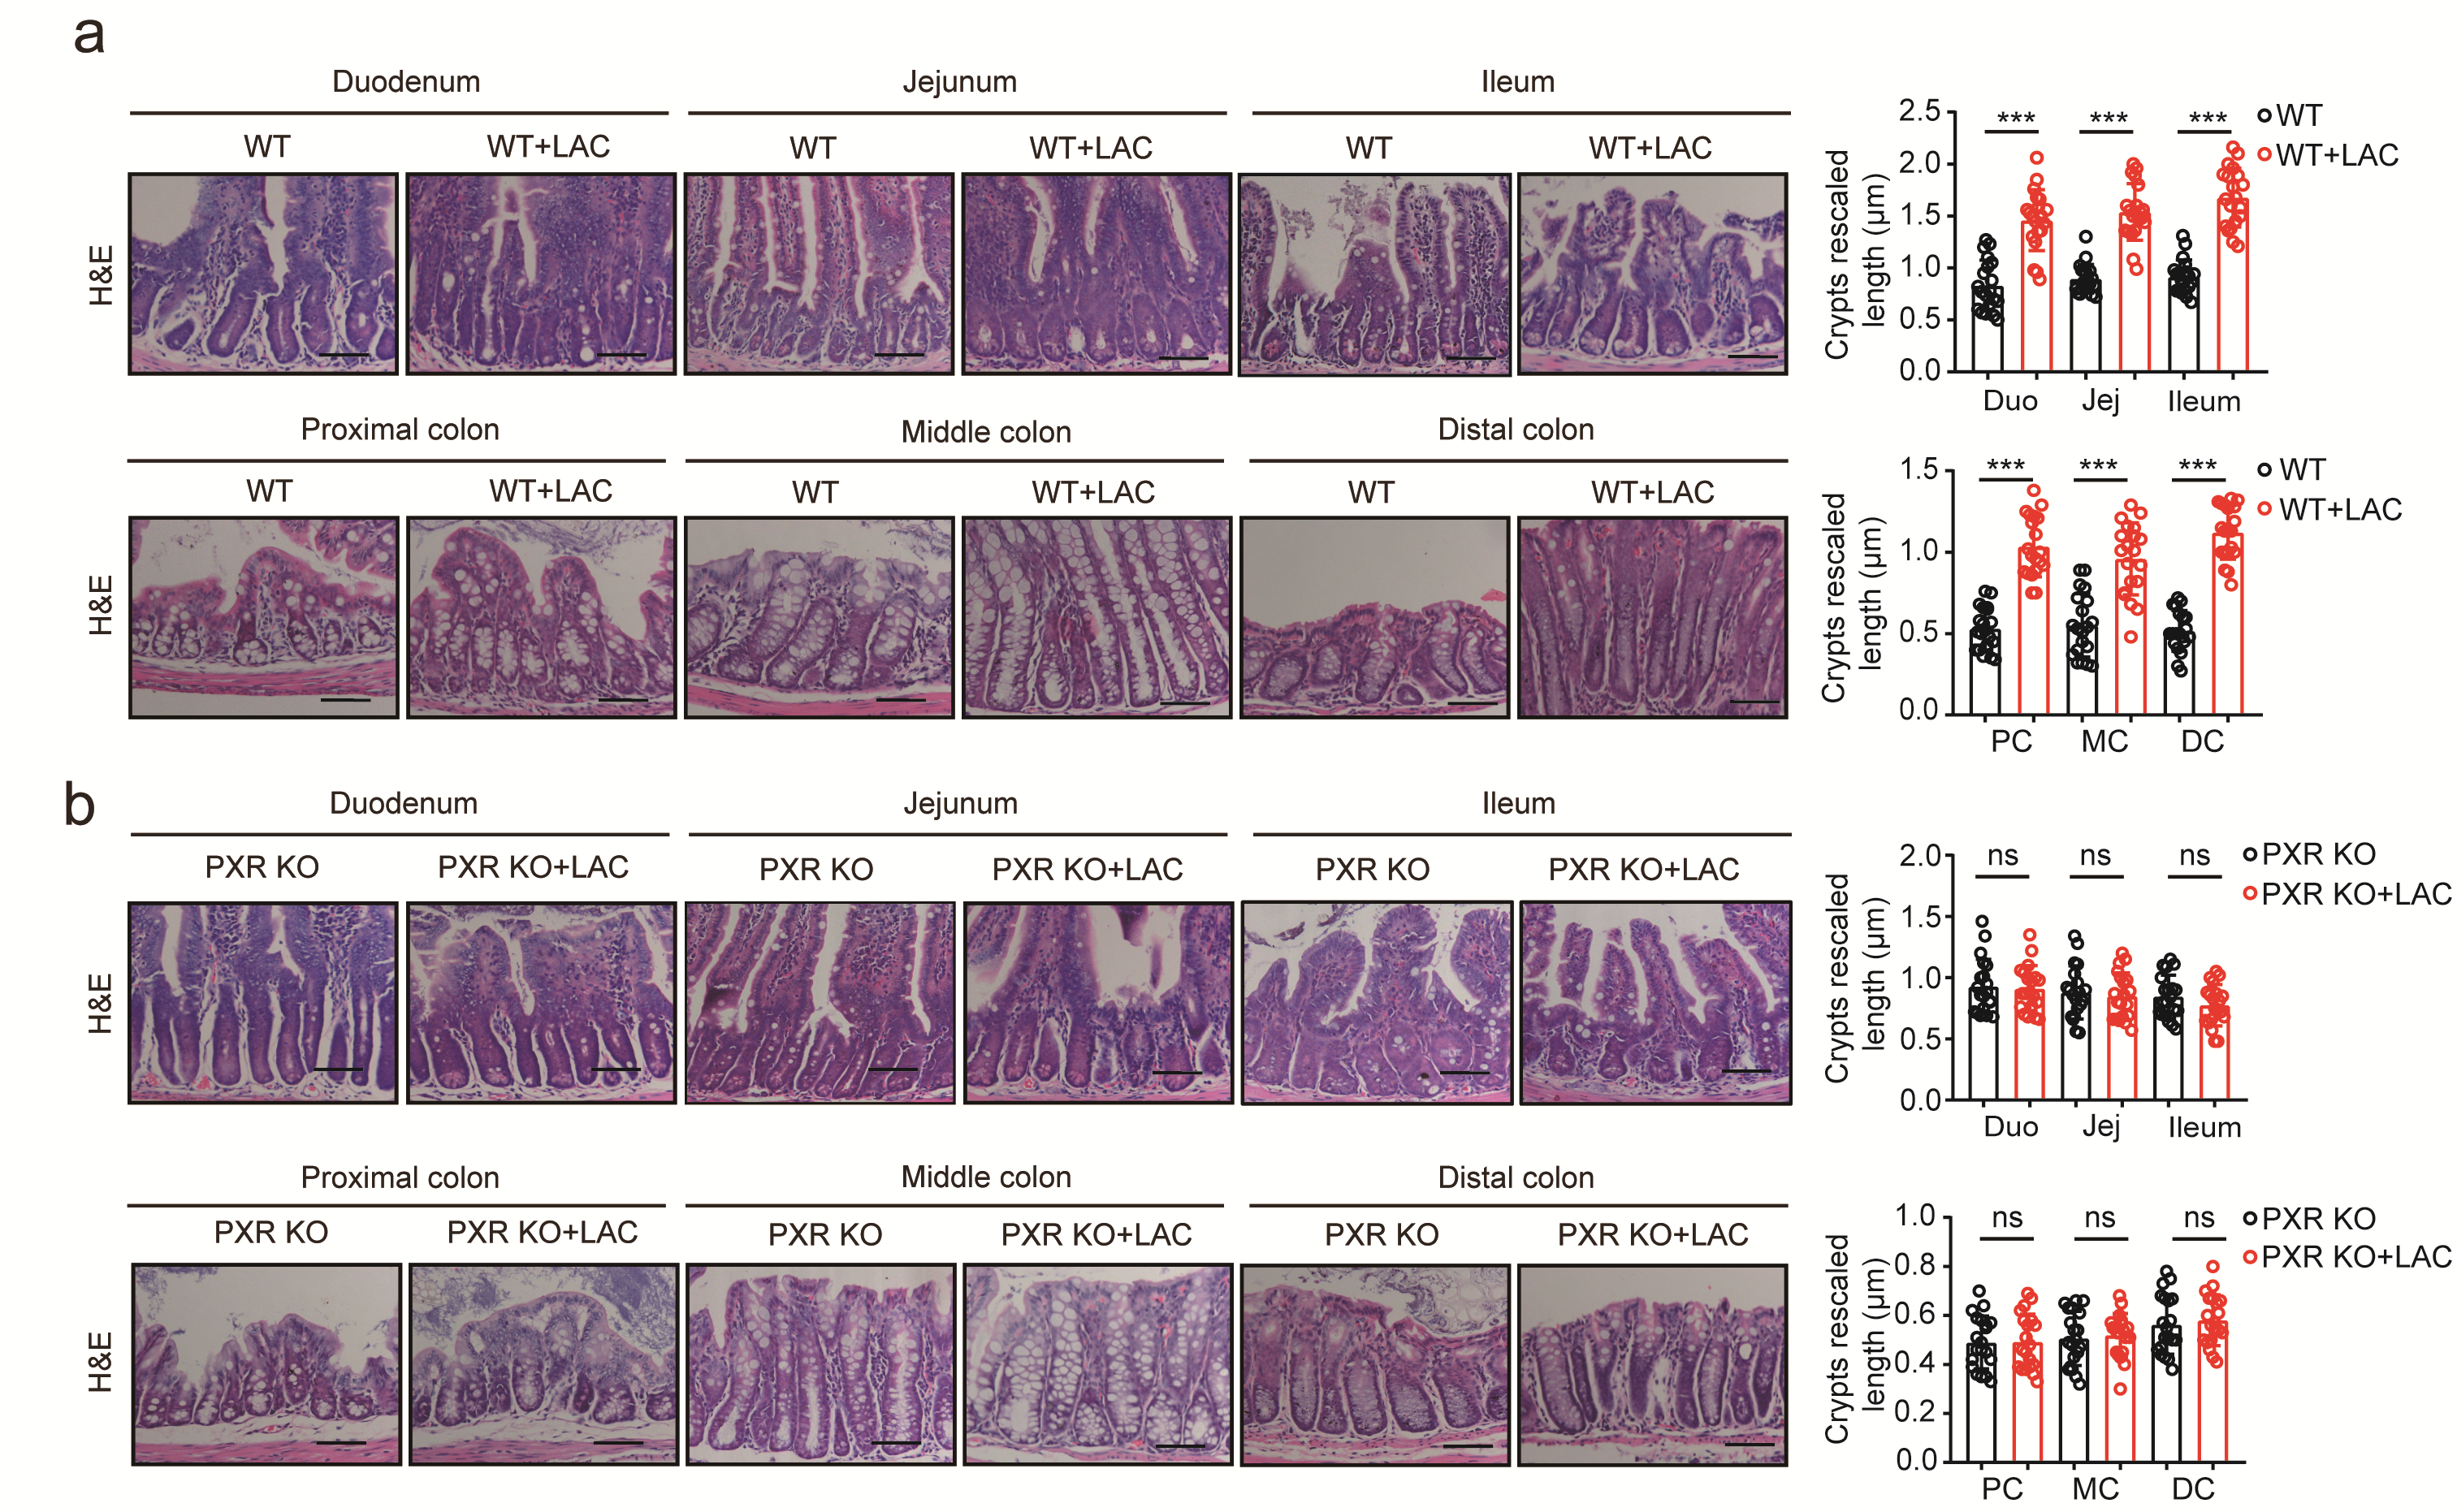

FIGURE S7. Proliferation of gut stem and TA cells in mice orally administered with or without L. reuteri. (a) H/E staining in duodenum (Duo), jejunum (Jej) and ileum (Ileu, upper) and in proximal colon (PC), meddle colon (MC) and distal colon (DC) of mice with (+LAC) or without L. reuteri. Crypt rescaled high were analysed. n=102 crypts for crypt rescaled length in 5 mice. (b) H/E staining in duodenum (Duo), jejunum (Jej) and ileum (Ileu, upper) and in proximal colon (PC), meddle colon (MC) and distal colon (DC) of PXR KO (PXRKO) mice with (PXRKO+LAC) or without L. reuteri. Crypt rescaled length were analyzed. n=95 crypts for crypt rescaled length in 5 mice. Scale bar=45 μm;

Mann–Whitney U test; *p<0.05, **p<0.05, ***p<0.05; Ns, no significance.

**Table S1.** **Reagents and oligoes used in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

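Single cells of small intestinal epithelium from adip fl/fl mice and from adip fl/fl‐Villi‐Cre mice were measured by droplet-based 3′ RNA sequencing, with 1 library per genotype. The authors converted the reads with bcl2fastq 5.0.1, aligned them and counted UMIs with Cell Ranger (7.0.0 in the methods, 7.1.0 in the header of the deposited tables), and deposited a table of raw UMI counts per gene and barcode for each library, without normalization and before the quality filter. The genome build was not named in the paper's text, and no coordinates are given here. Of the 55357 gene identifiers in the tables, 3276 were not in the annotation used here for transcript lengths (GENCODE M21, GRCm38), and gene symbols were taken from the deposited tables.

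From these counts, cells with more than 500 genes and under 25% mitochondrial UMIs were kept (3069 and 5555 cells with 25687687 and 48895126 UMIs). They were processed in Seurat 5.3.0 under R 4.3.3 with LogNormalize (scale factor 10000), 2000 variable genes, 20 principal components and Louvain clustering at resolution 0.8, where the methods name Seurat 4.1.0. Classes were named from markers fixed before the data were examined, as were the filters, the clustering settings, the gene lists, the rule for named genes and the alternative settings, apart from those said to be chosen later. A marker counted for a cluster when it was at least 2-fold higher there than in the other cells with at least 10 UMIs, and a name needed at least 3 markers and no clash with the 10 leading genes. Clusters with at least 5 stem cell or cycling markers and fewer than 3 T cell markers were split once more at resolution 0.4, a step chosen after the clusters were seen. Doublets were not removed. Scrublet (scanpy 1.11.5) called 3 of 3069 and 3 of 5555 cells, too few to have worked, so its calls were not used and the 8% of cells with the highest scores were removed as an alternative.

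Shares of cells have exact Clopper-Pearson 95% intervals, and sums of UMIs and their folds exact Poisson 95% intervals. They cover counting error only. Intervals on UMIs treat each UMI as independent, so they leave out the spread between cells and are too narrow where few cells hold most UMIs. Neither kind covers the spread between mice, because there is 1 library per genotype, and no p-value was computed. A fold against 0 UMIs was computed against 3 UMIs, and where such a gene is named, the lower limit of its exact interval is given. Cells were thinned to 2000 UMIs before shares of cells with a UMI were compared. Gene levels were UMIs summed over the cells of a class and scaled to 1000000 UMIs (CPM). Stem-like cells held 1036665 UMIs in adip fl/fl mice and 2819636 in adip fl/fl‐Villi‐Cre mice, and TA-like cells 1351810 and 2849640. The genes named are those the paper names for these data, those labelled in Fig. 4i and Fig. S5a, genes that check sex and strain, and in each of both classes the 5 with the largest rise and the 5 with the largest fall among genes of at least 50 CPM in the higher genotype and at least 20 UMIs in all. Some genes that this rule selects are not reported here. Other genes were chosen after their values were seen. Lists of core genes of the PI3K-Akt-mTOR, Wnt, Hippo, AMPK and cGMP-PKG pathways, of oxidative phosphorylation (nuclear and mitochondrial genes), glycolysis and proliferation were written by hand from general knowledge and are not KEGG's. Their medians were set beside 10000 random lists.

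The calculation of folds and list percentiles was tested on simulated counts of stem-like cells with 200 of 3400 genes changed. Of the changed genes, 99% had an interval that excluded 1 in the right direction, 95.5% of intervals held the true fold, a list of raised genes reached percentile 100, and 20 unchanged lists lay between percentiles 2.75 and 89.6. These values hold for the simulated counts. They do not give the coverage in the real cells, where the UMIs of some genes lay in few cells. Diffusion pseudotime and Scrublet were run in scanpy 1.11.5 with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, plots were drawn with matplotlib 3.10.9, and transcripts were compared with BLAST 2.17.0. Alternatives changed the minimum of genes, the mitochondrial limit and gene set, the resolution, the number of components, doublet removal, integration of the libraries, the variable genes, the denominator, the depth, the naming of cells and the weight of cells.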

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

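The tests on mt-Nd3, goblet transcripts and the 55 barcodes given here were chosen only after these results were seen.

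In T cell-like cells, in which the villin promoter is not active and for which the paper reports shares but compares no genes between the genotypes, mt-Nd3 relative to the other 12 protein-coding mitochondrial genes was higher in adip fl/fl‐Villi‐Cre mice by 1.28 on the log2 scale. There were 12.3 mt-Nd3 UMIs per 1000 UMIs of the other genes in adip fl/fl mice and 29.8 (28.2 to 31.5) in adip fl/fl‐Villi‐Cre mice, close to the 12.8 and 30.2 in epithelial cells. The fold of this ratio was 2.27 in stem-like, 2.14 in TA-like, 2.43 in T cell-like, 2.06 (1.40 to 3.07) in B or plasma-like and 1.95 (1.33 to 2.87) in myeloid-like cells. Gm10076 per 1000 UMIs of Rpl41 behaved alike, with a fold of 2.36 in T cell-like cells. Over all T cell-like barcodes the mt-Nd3 values are largely those of epithelial RNA. It accounted for an estimated 57.5% of their mitochondrial UMIs in adip fl/fl mice and 87.8% in adip fl/fl‐Villi‐Cre mice. This does not hold for Gm10076 per 1000 UMIs of Rpl41. In adip fl/fl‐Villi‐Cre mice that ratio was 179 (168 to 190) in T cell-like cells, above the 152 (149 to 154) in epithelial cells. Epithelial RNA as the whole source of the rise there was argued against by the barcodes that held little of it. In the 110 of 440 T cell-like barcodes from adip fl/fl‐Villi‐Cre mice with the least enterocyte RNA, epithelial RNA accounted for an estimated 22.8% of the mitochondrial UMIs and would have given a ratio of 15.5, and the ratio was 31.7 (26.6 to 37.5). In the 91 of 364 such barcodes from adip fl/fl mice it was 11.1, so that the ratio was higher in adip fl/fl‐Villi‐Cre mice by 1.51 on the log2 scale, a fold of 2.85 (2.05 to 4.01). A gain of all short transcripts was argued against by genes with transcripts under 500 nt, whose median log2 fold in stem-like cells was 0.038, and a rise of all mitochondrial transcripts by the other 12 genes, at a median of 0.13. Gm10076 is 384 nt long and nearly identical to Rpl41, but Rpl41 had a log2 fold of 0.0073 (-0.04 to 0.05) in stem-like cells, where a transfer of its UMIs to Gm10076 would have needed -0.13. A shift of the whole library is a candidate explanation that the log2 fold of 1.51 in the T cell-like barcodes with the least enterocyte RNA fits, and the rise of mt-Nd3 in stem-like and TA-like cells may then not be specific to cells that lost adiponectin. What would shift the library stays open. Different read or fragment lengths of both libraries, for which the fold of 2.36 of Gm10076 is no test, cannot be told apart from a variant between the mice, because there is 1 library per genotype. The strain check did not decide, as Nnt was at 1.98 (1.44 to 2.66) CPM in epithelial cells of adip fl/fl mice and 1.79 (1.42 to 2.22) in adip fl/fl‐Villi‐Cre mice, but 12 and 2 UMIs in T cell-like cells, a fold of 0.147 (0.0159 to 0.658). It therefore leaves a difference in strain open. An effect of the gene loss on cells outside the epithelium was not tested.

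Goblet marker transcripts were higher in T cell-like cells from adip fl/fl‐Villi‐Cre mice, in which the paper compares no genes, by 3.74 on the log2 scale, and in TA-like cells by 3.42, a fold of 10.7. A change of TA cells alone is argued against by the value of 3.74 in T cell-like cells. In TA-like cells the mean rose from 5.22 to 48.7 goblet UMIs per barcode and the median from 4 to 8, so that the rise of the median was 9.20% of that of the mean. This argues against more free goblet RNA in every barcode as the whole cause, while the rise of the median leaves it open as part. The tenth of TA-like barcodes richest in goblet UMIs held 83.4% of them in adip fl/fl‐Villi‐Cre mice and 21.7% in adip fl/fl mice. Barcodes with at least 50 goblet UMIs numbered 7 of 109 among TA-like and 4 of 440 among T cell-like cells of adip fl/fl‐Villi‐Cre mice, and 0 of 45 and 0 of 364 in adip fl/fl mice. Such barcodes were not confined to adip fl/fl‐Villi‐Cre mice, since among stem-like cells they numbered 9 of 41 (22.0%) in adip fl/fl mice and 28 of 119 (23.5%) in adip fl/fl‐Villi‐Cre mice, with a fold of goblet transcripts of 1.46 (1.42 to 1.51) and 84.4% and 72.1% of them in the tenth of barcodes richest in them. A minority of barcodes that also hold RNA of a goblet cell is a candidate explanation that the share of 83.4% fits. Cells in transition from TA to goblet cells could add to it among TA-like cells and were not tested.

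A group of 55 barcodes, all from adip fl/fl‐Villi‐Cre mice and none from adip fl/fl mice, formed a crypt sub-cluster that the paper does not describe. It held 380109 UMIs (median 5054 per barcode), with 6608 UMIs of Zg16, 3857 of Tff3, 362 of Sct, 353 of Defa24 and 275 of Mki67, and 12.8% of all Mki67 UMIs of epithelial cells from adip fl/fl‐Villi‐Cre mice. Chance doublets of different cell types would give a mixture that differs from barcode to barcode. After thinning to 1500 UMIs, the variance of secretory marker genes over the 55 barcodes was 1.82 times its multinomial expectation, against 12.7 in stem-like, 16.6 in TA-like and 18.6 in goblet-like cells, which argues against such doublets. A low ratio was not unique to the 55, as mid-villus-like cells, with 1 such gene at a sufficient level, were at 1.75 and villus tip-like cells at 5.45. A single RNA pool spread over many barcodes, with nothing else, stays open. Without the barcode richest in goblet transcripts the ratio was 1.42, and the highest of 100 simulated sets of 1 mixture was 1.19. The simulated sets hold counting noise alone, and no real barcodes known to hold 1 pool were measured, so the excess cannot decide. Errors in the barcode sequence of a single droplet are argued against by 0 barcodes within 2 mismatches of another, with a median of 7 mismatches to the nearest, against 8 in random sets. A UMI of each of the 4 marker groups (goblet, Paneth, enteroendocrine and cycling) was present in 55 of 55 barcodes, against 30 of 119 stem-like, 17 of 109 TA-like and 110 of 408 goblet-like cells. Separate cells of a mixed secretory type, an RNA pool added to separate cells, and such a pool alone cannot be told apart here. Each of these would give all marker groups in each of the 55 barcodes. With 1 library per genotype, a cluster from a single library may be a feature of that library.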

How the results depend on the processing

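Settings named as chosen later were run only after the results were seen, and the other settings were planned. No paired analysis was possible because each genotype has 1 library and the groups share a single replicate number. Removal of the cells that Scrublet calls was not run, since it called too few cells. The goblet-poor setting (cells with at most 1 of Muc2, Fcgbp, Zg16 and Clca1 detected) left 18 of 41 and 28 of 119 stem-like and 19 of 45 and 11 of 109 TA-like cells. These genes were themselves higher in adip fl/fl‐Villi‐Cre mice, so the cells left are a selected part, and a change of sign among them is no test of the classes.

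Directions were kept under all settings for the TA-like share (ratio 1.16 to 1.79 over 13 settings), mt-Nd3 in stem-like cells (2.21 to 2.75 over 13), Sec61g in TA-like cells (1.70 to 2.35 over 13) and the order along pseudotime (1 setting). The stem-like share kept its direction in 12 of 13 settings, with a highest ratio of 2.13, and medians of the PI3K-Akt-mTOR and Wnt lists stayed within -0.05 and 0.12 in stem-like cells. Of the values at the paper's main comparisons under an alternative, 203 stayed within the counting interval or on the same side, 39 moved beyond it and 9 changed direction. Among single named genes and other lists, 1186 stayed, 188 moved and 24 changed direction. Where a value moved or changed direction, the cause was not tested. The number of cells limits the small classes. Counting error alone leaves the ratio of shares between 1.12 and 2.35 for stem-like (41 and 119 cells), between 0.309 and 0.921 for B or plasma-like (30 and 29) and between 0.180 and 0.444 for myeloid-like cells (62 and 32).

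The numbers of cells that passed depended on the mitochondrial filter. They were 1236 and 2015 with a limit of 10%, 7483 and 9687 with a limit of 50%, and 7637 and 9729 with 13 genes (adip fl/fl and adip fl/fl‐Villi‐Cre mice). With the limit of 10%, the ratio of shares was 1.41 for mid-villus-like, 1.31 for B or plasma-like, 1.47 for villus bottom-like and 1.33 for villus tip-like cells. In stem-like cells Agr2 was then 0.835-fold, Apoa1 1.48-fold and mt-Rnr1 1.11-fold as high in adip fl/fl‐Villi‐Cre mice, and Olfm4 5.32-fold in TA-like cells. With the filter on 13 genes, chosen later for shares and genes, the ratios were 1.68 for B or plasma-like, 0.949 for T cell-like, 1.41 for goblet-like, 0.765 for tuft-like and 1.58 for villus bottom-like cells, and Olfm4 in TA-like cells was 1.61-fold.

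With more than 1000 genes per cell the ratio was 1.30 for B or plasma-like and 0.514 for myeloid-like cells. Thinning before clustering gave 0.516 for T cell-like, 0.874 for myeloid-like and 1.45 for villus tip-like cells. RPCA integration gave 0.945 for mid-villus-like and 1.48 for villus tip-like cells, and the epithelial denominator 0.779 for mid-villus-like cells. Naming each cell by its own score gave 0.823 for stem-like and 1.19 for goblet-like cells. The ratio of Mki67-positive shares was 0.941 over all cells and, chosen later, 0.714 without the 55 crypt cells of 1 library at 1000 UMIs, and that of Lgr5-positive shares 1.01 without thinning, and, both chosen later and also without thinning, 1.03 without the 55 crypt cells of 1 library and 2.16 without tuft-like cells.

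Without the 8% highest Scrublet scores, Agr2 was 19.3-fold and Apoa1 1.85-fold in stem-like cells, and Olfm4 1.40-fold and Cd24a 0.957-fold in TA-like cells. Without mitochondrial, ribosomal and 18S genes among the variable genes, Apoa1 was 1.97-fold in stem-like and mt-Rnr1 1.01-fold in TA-like cells. As a mean over cells, Agr2 was 0.698-fold, Apoa1 1.53-fold, Fcgbp 0.881-fold, mt-Rnr2 0.849-fold and Clca1 0.659-fold in stem-like cells, and mt-Nd3 2.05-fold in TA-like cells. In goblet-poor stem-like cells, mt-Nd3 was 2.75-fold, Agr2 5.37-fold, Apoa1 2.08-fold, mt-Rnr1 1.14-fold, H1f5 4.13-fold and H4c4 1.51-fold, and the Hippo median was -0.12. In goblet-poor TA-like cells, mt-Nd3 was 1.23-fold, Apoa1 0.482-fold, Cenpf 1.11-fold and mt-Rnr2 0.865-fold, and the medians were 0.13 for cGMP-PKG, 0.038 for nuclear and -0.59 for mitochondrial genes of oxidative phosphorylation. With the unsplit crypt clusters as stem-like, chosen later, Agr2 was 1.25-fold, Apoa1 2.36-fold and mt-Rnr1 1.05-fold. Without the cell richest in Agr2 of each genotype, also chosen later, Agr2 was 2.31-fold. With the villus bottom-like cluster taken as TA cells, also chosen later and run only for genes the paper names, Olfm4 was 1.90-fold, Cenpf 1.19-fold and mt-Rnr2 0.826-fold, and the medians were 0.045 for AMPK, 0.11 for cGMP-PKG, -0.042 for mitochondrial genes and 0.028 for glycolysis.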

Differences from the paper's values

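The alternatives named here were set before the data were examined, except where they are said to be chosen after seeing the values and except the mitochondrial share over 13 genes for cell shares, which was chosen in the same way. A value is said to come within range of the paper's where neither is more than 1.5 times the other, which can leave much of a gap. The paper retained 6757 cells from adip fl/fl mice, and 3069 were retained here. With a mitochondrial limit of 50% (7483 cells) or the 13 protein-coding mitochondrial genes (7637) the number came within this range, and with more than 200 genes (3221), more than 1000 genes (2688) or a limit of 10% (1236) it did not. From adip fl/fl‐Villi‐Cre mice the paper retained 8550 cells, and 5555 were retained here. A limit of 50% (9687) or the 13 genes (9729) brought the number within range and above the paper's. With more than 200 genes (5752) it was just within range, with nearly all of the gap left, and with more than 1000 genes (4739) or a limit of 10% (2015) it did not.

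The paper's shares are of its 6757 and 8550 cells and those here of 3069 and 5555 cells, with rebuilt names, so no direction is given for them. The paper's share of ISCs in adip fl/fl mice was about 0.7% in Fig. 3d, read by eye, and the stem-like share here 1.34%. None of the alternatives set before the data were examined brought it within range, and the 13-gene filter, chosen after seeing the values, gave 0.550%. The paper's shares of TA cells were about 2.9% and about 4.8% in Fig. 3d, read by eye, and the TA-like shares here 1.47% and 1.96% (adip fl/fl and adip fl/fl‐Villi‐Cre mice). A mitochondrial limit of 10% (3.07% and 4.42%) and naming each cell by its own score (4.17% and 4.84%) brought both within range, and the other alternatives did not. Plac8, Oat and Krt19, which Fig. S2b shows at the place of the TA cells, are among the 10 leading genes of the villus bottom-like cluster here, which, taken as TA cells in a setting chosen after seeing the values, brought the share within range for adip fl/fl‐Villi‐Cre mice alone (5.57% and 6.57%). The paper's villus bottom shares were about 12% and about 14% in Fig. 3d, read by eye, and those here 5.57% and 6.57%. More than 1000 genes (8.44% and 9.35%), a limit of 10% (11.2% and 16.4%), resolution 0.4 (13.1% and 14.3%), removal of the highest Scrublet scores (9.28% and 10.2%) and own scores (14.8% and 15.4%) brought both within range. Resolution 1.2, 30 components, RPCA integration, other variable genes, thinning, the epithelial denominator and the 13-gene filter did not. The paper's T cell shares were about 6.2% and about 5.2% in Fig. 3d, read by eye, and those here 11.9% and 7.92%. More than 1000 genes brought both within range (9.15% and 6.44%), as did the 13-gene filter chosen after seeing the values (5.34% and 5.07%). Thinning did so for adip fl/fl‐Villi‐Cre mice alone (5.50%), and the other alternatives for neither.

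The paper states that Agr2 was elevated in stem cells of adip fl/fl‐Villi‐Cre mice, citing single-cell data and qRT-PCR of isolated ileum crypts. Only the single-cell data were examined here, and in stem-like cells Agr2 was 0.925-fold as high. It was higher under these settings, without the highest Scrublet scores (19.3-fold), in goblet-poor cells (5.37-fold), and, both chosen after seeing the values, with the unsplit crypt clusters (1.25-fold) and without the cell richest in Agr2 of each genotype (2.31-fold). The paper states that proliferative activity was enhanced in these cells, and the median log2 fold of the proliferation list was -0.24. It states that PI3K-Akt-mTOR and Hippo signaling were upregulated in stem cells, and the medians here were -0.05 and -0.01. With a minimum of 50 CPM they were 0.01 and 0.07. For PI3K-Akt-mTOR the paper also gives an immunoblot of phosphorylated PI3K, AKT and mTOR in isolated ileum crypts. Transcript levels of pathway members do not measure phosphorylation, so these medians do not test that blot. The paper states that PI3K-Akt-mTOR and cGMP-PKG signaling were activated and Wnt signaling elevated in TA cells, and the medians here were -0.05, -0.01 and -0.04. The TA-like cells may be another population than the paper's TA cells. The PI3K-Akt-mTOR median was 0.02 with the higher minimum and the cGMP-PKG median 0.13 in goblet-poor cells, and with the villus bottom-like cluster taken as TA cells, chosen after seeing the values, the cGMP-PKG median was 0.11 (28 of 34 genes higher). It states that metabolic pathways were upregulated, and the medians of the nuclear oxidative phosphorylation and glycolysis lists were below 0 in both classes, apart from 0.038 for the former in goblet-poor TA-like cells. The 13 protein-coding mitochondrial genes, the third metabolic list, had medians above 0 (0.14 and 0.16). With the villus bottom-like cluster taken as TA cells, also chosen after seeing the values, the glycolysis median was 0.028 and the mitochondrial one -0.042. The lists are not those of KEGG. Goblet-poor cells (18 and 28 stem-like, 19 and 11 TA-like cells) were selected by transcripts that themselves differed between the genotypes. Fig. S5a shows mt-Rnr2 lower in TA cells of adip fl/fl‐Villi‐Cre mice, and here it was 1.23-fold as high, and 0.865-fold in goblet-poor cells and, chosen after seeing the values, 0.826-fold with the villus bottom-like cluster taken as TA cells.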

Other observations

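The settings with the epithelial denominator, with thinning and with naming by own marker score were planned for the stem-like share. The use of the last as a test of the naming through clusters, and the other tests given here, were chosen only after the results were seen.

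The share of stem-like cells was higher in adip fl/fl‐Villi‐Cre mice by a ratio of 1.60. The mitochondrial filter, which removed more barcodes from adip fl/fl mice, is argued against as the cause by the ratio of 2.13 with the filter on 13 genes, fewer immune cells in the denominator as the whole cause by 1.47 (1.02 to 2.16) among epithelial cells, and a difference in depth by 1.56 after thinning. The naming through clusters is a candidate explanation, since naming each cell by its own marker score gave 0.823 (0.561 to 1.22). Of the 160 stem-like cells, 70 also had that name by their own score, and the cells so named had a median of 7965 UMIs. A different yield of crypts or of single cells in 1 of the preparations cannot be told apart from an effect of the genotype, since there is 1 library of each, and the villus tip-like share differed as well, by a ratio of 1.63. An effect of adiponectin on the number of stem cells stays open and has no replicate here.

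Whether the higher share of Mki67-positive epithelial cells of adip fl/fl‐Villi‐Cre mice rests on the 55 barcodes of the unnamed crypt sub-cluster cannot be told apart from a rise in the other cells. Without them the ratio was 0.993 (0.715 to 1.39) after thinning, 1.18 (0.957 to 1.46) without thinning and 0.714 (0.456 to 1.13) after thinning to 1000 UMIs, and each interval holds 1 as well as the ratio with them, 1.29, 1.36 and 1.04. The higher share itself depended on the depth. Apoa1 in stem-like cells may in part be enterocyte RNA in barcodes of other cells. Its mean rose by 10.9 UMIs per barcode in T cell-like cells and by 8.40 in stem-like cells, while the medians were 3 and 3 in T cell-like and 5 and 10 in stem-like cells. The higher median leaves a rise in stem cells themselves open.

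Of 4781 genes with at least 30 UMIs in each of 8 classes (stem-like, TA-like, villus bottom-like, mid-villus-like, villus tip-like, goblet-like, tuft-like and T cell-like), 5 were higher in adip fl/fl‐Villi‐Cre mice by more than 0.4 on the log2 scale in every class and 1 was lower. In 1000 shuffles of the genes within each class the number was at most 0. The shuffles treat the classes as independent, while all come from the same libraries. They therefore cannot tell a change in each class from a difference shared by a library. The genes, chosen after their values were seen, were Mt1 (1.16 to 6.40), Gm10076 (1.03 to 1.38), Sec61g (0.61 to 1.35), Naaladl1 (0.43 to 2.12) and mt-Nd3 (0.91 to 1.83), and the lower gene was Mir6236 (-1.68 to -0.57). Ide, with 15 and 14 UMIs in villus tip-like cells, fell short of the minimum and was lower in all 8 classes (-1.56 to -0.58). The paper names mt-Nd3 and Sec61g for stem and TA cells. In T cell-like cells Mt1 rose from 22.9 to 394 CPM.

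The adiponectin receptor genes were detected in stem-like cells. Adipor1 was at 93.6 CPM in adip fl/fl mice and 104 in adip fl/fl‐Villi‐Cre mice, a fold of 1.11 (0.883 to 1.42), and Adipor2 at 67.5 and 74.1, a fold of 1.10 (0.834 to 1.46). In TA-like cells the folds were 0.870 and 0.896. The AMPK list had a median log2 fold of -0.01 in stem-like cells (percentile 50.7) and -0.17 in TA-like cells (percentile 0.57, with 6 of 28 genes higher in adip fl/fl‐Villi‐Cre mice). The cGMP-PKG list had a median of 0.00 in stem-like cells (percentile 63.3). In TA-like cells the Hippo list had a median of 0.03 (percentile 91.7) and the proliferation list one of -0.12 (percentile 2.65). As a check of the male mice in the legend of Fig. 3c, Xist had 0 UMIs in stem-like cells from adip fl/fl mice and 2 in those from adip fl/fl‐Villi‐Cre mice, and the Y-linked gene Ddx3y was at 62.7 and 49.7 CPM.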
